# The Co-Repressor SMRT Delays DNA Damage-Induced Caspase Activation by Repressing Pro-Apoptotic Genes and Modulating the Dynamics of Checkpoint Kinase 2 Activation

**DOI:** 10.1371/journal.pone.0059986

**Published:** 2013-05-17

**Authors:** Claudio Scafoglio, Marcus Smolka, Huilin Zhou, Valentina Perissi, Michael G. Rosenfeld

## Abstract

Checkpoint kinase 2 (Chk2) is a major regulator of DNA damage response and can induce alternative cellular responses: cell cycle arrest and DNA repair or programmed cell death. Here, we report the identification of a new role of Chk2 in transcriptional regulation that also contributes to modulating the balance between survival and apoptosis following DNA damage. We found that Chk2 interacts with members of the NCoR/SMRT transcriptional co-regulator complexes and serves as a functional component of the repressor complex, being required for recruitment of SMRT on the promoter of pro-apoptotic genes upon DNA damage. Thus, the co-repressor SMRT exerts a critical protective action against genotoxic stress-induced caspase activation, repressing a functionally important cohort of pro-apoptotic genes. Amongst them, SMRT is responsible for basal repression of *Wip1*, a phosphatase that de-phosphorylates and inactivates Chk2, thus affecting a feedback loop responsible for licensing the correct timing of Chk2 activation and the proper execution of the DNA repair process.

## Introduction

The induction of DNA damage by environmental carcinogens induces a very complex response aimed at repairing the alterations in the DNA structure and sequence [1], [2]. The detection of base modifications or strand breaks by sensor proteins induces the activation of a checkpoint response that allows the cell to block proliferation and to repair DNA [3]–[5]. If the damage is too extensive to be reversed, checkpoint proteins induce a switch from repair to programmed cell death, thereby preventing the transmission of mutations to the next cellular generations [6]. Caspase activation is a central event in the induction of apoptosis after DNA damage as well as other stimuli [6]. The mechanisms by which a cell discriminates between reparable damage and lethal genotoxic stress leading to caspase activation and apoptosis are not well understood.

Checkpoint kinase 2 (Chk2) is a central DNA damage checkpoint regulator [7], [8], responding mostly to stimuli that cause double strand breaks, such as ionizing radiation or topoisomerase II inhibitors such as doxorubicin. The kinase ATM is involved in sensing the damage and initiating the checkpoint response [9]. Among other substrates, ATM phosphorylates Chk2 on threonine 68 [10], [11], inducing dimerization of Chk2 and auto-phosphorylation of multiple sites, leading to full activation [12]–[15]. Chk2 activation results in cell cycle arrest [16] and activation of the DNA repair process [17], [18]. Finally, if the damage is too extensive to be repaired, Chk2 is able to induce apoptosis, through phosphorylation of the pro-apoptotic transcription factors p53 [19], [20] and E2F1 [21].

It has been shown that the ATM-Chk2-p53 system is activated with an oscillatory pattern, as a consequence of the equilibrium between activating stimulus (DNA damage) and a double feedback system activated by p53 and including Mdm2, which induces p53 degradation [22], and Wip1, a protein phosphatase that dephosphorylates both ATM and Chk2 [23]. The oscillations are considered a mechanism to check on the progress of the DNA damage and shut down the checkpoint response if the repair has been successful [24]. It has also been proposed that the oscillatory activation of p53 provides a means to fine-tune the cellular response and produce different outcomes according to the severity of the DNA damage [25].

Besides p53, other transcription factors play different roles in modulating the apoptotic response to DNA damage. Among these, NFκB and AP1 have a fundamental function. NFκB shows preeminent pro-survival actions in non-lymphoid tissues [26]–[29]; however, it has been shown that DNA damaging stimuli such as UV-C and doxorubicin/daunorubicin induce a switch of NFκB action from activator to repressor on the anti-apoptotic genes X-IAP, Bcl-X(L) and survivin, thus contributing to the induction of programmed cell death [30].

AP1 has been associated with regulation of apoptosis in response to a wide variety of stimuli, such as growth factor deprivation and environmental stresses, including DNA damage [31], [32]. The pro-apoptotic action is mediated by the transcriptional activation of FasL, that triggers the extrinsic apoptotic pathway [33], as well as Bim [34]. AP1-mediated repression also plays an important role in regulating the apoptotic switch: proteins of the AP-1 family are able to repress pro-apoptotic genes such as p53 [35], [36] and Fas [37]; therefore, the final outcome depends on the balance between gene activation and repression, and is highly influenced by several considerations including cell type, conditions of growth, and the presence of growth factors [38]. It is generally accepted that DNA damage activates initially both pro-apoptotic and anti-apoptotic pathways, each one subjected to subtle and complex regulation by different stimuli and transcription factors, and that the overall balance between genes promoting survival and genes inducing death signals dictates the cellular outcome [31].

Transcriptional co-repressors, recruited by transcription factors bound on DNA regulatory elements, act as a platform for further recruitment of repressive proteins including histone deacetylases or methyltransferases, which locally modify the structure of chromatin in a way that restricts access to activator complexes and RNA polymerases [39]. The core NCoR/SMRT co-repressor complexes contain the histone deacetylase HDAC3 [40], the exchange factors TBL1 and TBLR1 [41]–[43], and the G-protein pathway suppressor, GPS2 [44]. The NCoR/SMRT complexes are required for basal repression of genes by unliganded nuclear receptors, such as thyroid hormone receptor (TR) and retinoic acid receptor (RAR) [43], or for active repression mediated by ligand-bound receptors, such as tamoxifen-bound estrogen receptor [45]. NCoR/SMRT have also been associated with repression by a number of other transcription factors, including the regulators of apoptosis NFκB [46] and AP1 [47].

Although sharing significant sequence and structure homology and the interaction with members of the respective co-repressor complexes [43], [48], [49], NCoR and SMRT have been shown to play distinct and specific roles in differentiation and development [50]–[52], and to be subjected to different regulatory pathways [51], [53], [54].

Here we report the finding that, upon DNA damage, Chk2 is required to specifically recruit the co-repressor SMRT to repress pro-apoptotic genes, including AP1 and NFκB targets, thus keeping the apoptotic response on hold, while the cells repair the damage. In particular, SMRT-dependent repression of the protein phosphatase *Wip1*, a major regulator of checkpoint response that de-phosphorylates Chk2, ATM, p53 and p38 [55], is fundamental for caspase activation after DNA damage by modulating the oscillatory frequency of Chk2 activation.

## Results

### Chk2 interacts with SMRT and regulates different transcription factors, acting as a repressor

To gain insight into the role of the checkpoint kinase Chk2 in the regulation of the apoptotic switch after DNA damage [19], [56], [57], we first sought to identify the protein complex associated with Chk2. To this end the protein interaction domain (FHA domain) of human Chk2 was expressed in bacteria and the purified protein incubated with HeLa cell extract. This approach identified, amongst others, TBLR1, a component of the NCoR/SMRT co-repressor complexes, as a Chk2 interacting protein (Figure S1A–B). To confirm the interaction, flag-tagged full-length human Chk2 was expressed both in HeLa (data not shown) and U2OS cells and anti-Flag antibody was used to immunoprecipitate associated proteins, followed by Western blot analysis with antibodies specific for members of the NCoR/SMRT complexes (NCoR, SMRT, TBL1, TBLR1). This approach confirmed the interaction of Chk2 with SMRT, TBL1 and TBLR1, but not with NCoR (Figure S1C). When the same experiment was performed using flag-tagged Chk1 for comparison, no interaction was detected.

To initially explore if Chk2 had an effect on transcription, an array of luciferase expression vectors containing binding sites for different transcription factors (AP1, NFκB and RAR), which use NCoR/SMRT as co-repressors, were used to perform standard reporter assays. Knock-down of Chk2 in U2OS cells potentiated the transcriptional response to AP1 and RAR-driven reporters (Figure S1D), suggesting a repressive function for Chk2.

### SMRT, but not NCoR, significantly affects DNA damage-induced transcription

Because Chk2 is a major regulator of DNA damage checkpoint response, we sought to determine potential roles of the NCoR/SMRT co-repressor complex in the transcriptional response to DNA damage. Osteosarcoma cells U2OS were chosen because they have a functional p53 and represent a good model for studying DNA damage checkpoint. A time-course experiment in U2OS cells showed that the genotoxic drug cisplatin (CDDP) at the concentration of 100 µM caused phosphorylation of Chk2 on T68 starting at 4 h and reaching a peak at 6 h (Figure S2). The peak of Chk2 activation was followed by caspase activation reaching a plateau at 8 h (Figure S2) Caspase activation was evaluated through an antibody that specifically recognizes the PARP fragment after the cleavage by caspase 3 on Asp214, while not interacting with the full-length protein or with other PARP degradation fragments (Figure S2).

To study the role of NCoR and SMRT in CDDP-induced gene transcription, U2OS cells were transfected with siRNAs against *SMRT* or *NCoR*, and 48 hours later treated with 100 µM CDDP for 6 h to induce damage and activate Chk2. 

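U2OS is a human osteosarcoma line, and its arrays form 6 groups of 2 biological replicates: cells given a scramble siRNA (siCtl), siRNA against NCoR (siNCoR) or siRNA against SMRT (siSMRT), each with vehicle or with CDDP. The 12 arrays are one-colour, with 48803 probes on each. The authors' per-array scanner intensities were corrected for background, quantile normalized and put on the log2 scale. Each of the 9808 genes tested is read from the probe of highest mean signal among those past a floor of 100, and fold changes, standard errors (SE) and p values come from limma, with 1 coefficient per group. Differences between siRNA groups in the CDDP response are differences of differences of 4 group means. Same-numbered replicates pair the arrays across groups, and a change seen in both pairs is said to be so. The main fit does not use this pairing, and an alternative fit takes the replicate number as a block. Gene lists fixed by symbol (29 of them) were tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays.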

RNA was extracted, labeled and hybridized on Illumina BeadChip microarrays. To control the efficiency of knock-down, RT-qPCR was performed with primers specific for *NCoR* or *SMRT*. As shown in Figure 1A, the siRNAs against *NCoR* and *SMRT* caused a reduction in the respective mRNA levels of 71% and 65%. 

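In siCtl cells the largest CDDP-dependent falls were in JARID2, a Polycomb partner (log2 fold change -2.90, SE 0.102), ZMIZ1 (-2.90, SE 0.167), ATXN1 (-2.75), MLLT10 (-2.44), RGL1 (-2.43), ZMYND8 (-2.29) and the Hedgehog effector GLI2 (-2.19). The largest rises were in SHISA2 (3.66, SE 0.144), the stress factor ATF3 (3.36, SE 0.141), C11orf96 (2.75), the AP-1 subunit FOSB (2.54, SE 0.2), the growth factor HBEGF (2.51, SE 0.169) and SGK1 (2.49). Each of these genes moved the same way in both same-numbered pairs, a condition for being named here (limma adjusted p = 2.04e-08 for JARID2 and 4.41e-08 for ATF3). Of 9808 genes, 1781 rose and 1904 fell at an adjusted p under 0.05. More genes fell than rose by a large amount: 329 fell by at least 1 log2 unit and 146 rose by as much, and past a log2 change of 0.585 there were 977 lower and 579 higher genes.

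Long genes fell as a list (camera adjusted p = 2.03e-07): 21 of 34 fell, 1 rose and 12 did not pass (25 lower and 1 higher when adjusted over the list alone), among them ERC1 (-1.66), EXT1 (-1.56) and PRKCE (-1.56). With an estimated correlation the list has an adjusted p = 0.0871. Protein kinases fell (3.07e-07, and adjusted p = 0.0376 with an estimated correlation), with 36 of 78 lower, 4 higher and 38 not passing, the same counts when adjusted over the list alone. They include DYRK1A (-1.82), the focal adhesion kinase PTK2 (-1.69, SE 0.088) and TLK2 (-1.59), and PRKCE is in this list as well as among the long genes. No list was matched for gene length. CDDP lowered 62.1% of the 10% of genes with the longest transcription units and 5.61% of the 10% with the shortest. TGF-beta and SMAD genes fell (0.0231, adjusted p = 0.243 with an estimated correlation), with 11 of 20 lower, such as PMEPA1 (-1.85) and TGFBR2 (-1.37), against 3 higher, such as the inhibitor BAMBI (1.5), and 6 not passing (11 lower and 4 higher when adjusted over the list alone). The share of genes called that were higher, 48.3%, depends on scaling: with median scaling of the arrays it is 59%, and the median of all genes moves up to 0.11.

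**Figure D1:**
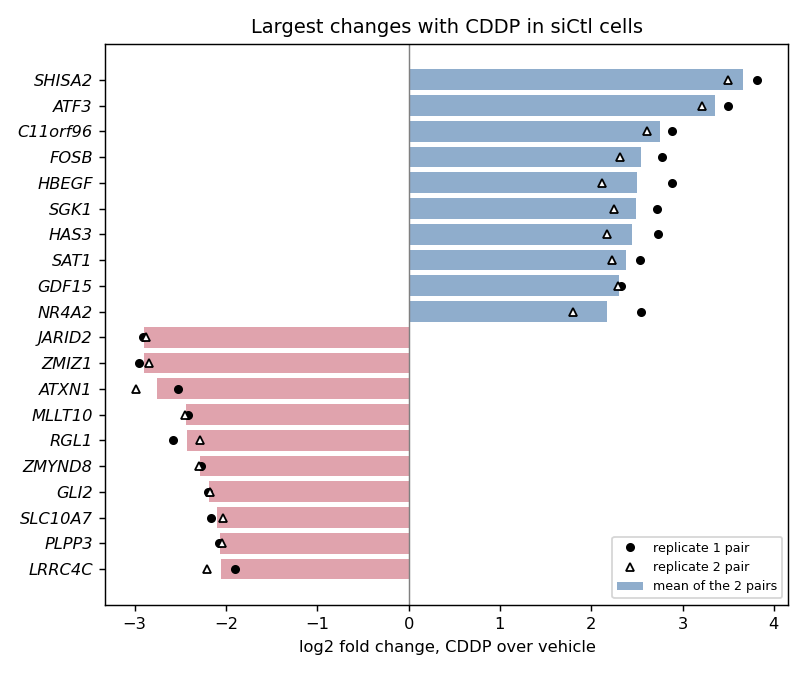
Log2 fold change with CDDP over vehicle in siCtl cells (horizontal axis) for the 10 genes with the largest rise (blue bars) and the 10 with the largest fall (red bars). Bars are means of 2 pairs of arrays. Circles and triangles are the pairs of replicate 1 and replicate 2. Both lie on the same side of 0 for every gene shown because the choice of genes required it.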

The microarray profiling showed that treatment with CDDP induced a massive wave of gene repression, with negatively-regulated genes (1074) being twice as frequent as positively-regulated (507) ones (Figure 1B and Table S1), suggesting that transcriptional repression is an important aspect of the response to CDDP-induced DNA damage. 

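p53 target genes rose with CDDP in siCtl cells: 17 of 27 were higher and 10 did not pass (also 17 when adjusted over the list alone, camera adjusted p = 3.07e-07, and adjusted p = 0.0871 with an estimated correlation). They include the BH3-only gene PMAIP1 (log2 fold change 1.80, SE 0.128), PLK2 (1.56), SESN1 (1.23) and the cell-cycle inhibitor CDKN1A (1.05, SE 0.0859), each in both pairs of arrays (limma adjusted p = 3.1e-06 for CDKN1A). AP-1 and immediate-early genes rose, 19 of 28 with 9 not passing (19 higher and 1 lower when adjusted over the list alone, 7.07e-07, but adjusted p = 0.243 with an estimated correlation). G2/M and mitosis genes fell, 20 of 34 with 14 not passing (22 when adjusted over the list alone, 7.07e-07, with adjusted p = 0.243 with an estimated correlation), among them the centromeric histone CENPA (-1.70, SE 0.195), AURKA (-0.80), CENPE (-0.78) and CDCA3 (-0.71). The G1/S and replication list did not pass (0.855; 5 of 32 higher, 5 lower, 22 not passing; 5 and 4 when adjusted over the list alone).

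Pro-apoptotic genes did not pass as a list (camera adjusted p = 0.58): 6 of 27 rose, such as BIK (0.82), 4 fell and 17 did not pass (7 and 4 when adjusted over the list alone). Nor did anti-apoptotic genes (0.803; 2 of 14 higher, 3 lower, 9 not passing), where BCL2 fell (-0.92) and BAG3 rose (0.78). Transcriptional repressors gave 13 of 35 lower, such as SIN3A (-1.39) and CTBP2 (-0.89), with 7 higher and 15 not passing (14 and 7 when adjusted over the list alone, 0.115). That list passes with no detection filter (0.0385) and with every probe counted (0.0327). Smaller rises came from NF-kB targets (6 of 13 higher, 1 lower; 7 and 1 when adjusted over the list alone, 0.0231, adjusted p = 0.448 with an estimated correlation), with TNFAIP3 at 0.89 and IL1A at 1.83.

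**Figure D2:**
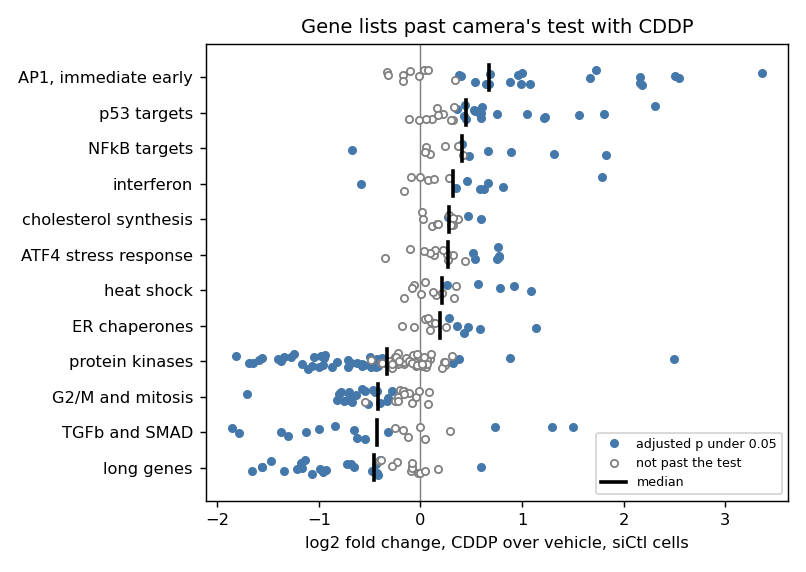
Log2 fold change with CDDP over vehicle in siCtl cells (horizontal axis) of each measured gene in the 12 lists past the camera test. Each point is a gene, filled blue at an adjusted p under 0.05 and open grey otherwise; black bars are list medians. Stress and p53 lists lie to the right of 0, and kinases, mitosis, TGF-beta and long genes to the left.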

Gene Ontology analysis of CDDP-regulated genes showed enrichment, among the most significant biological processes, of negative regulation of transcription, cell cycle, apoptosis, and cell death (Table 1). 

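The CDDP response of no gene passed as different between siNCoR and siCtl cells. The smallest p belongs to GNAI3, a G protein alpha subunit, whose response was more negative in siNCoR cells (difference in log2 fold change -0.80, SE 0.124, limma adjusted p = 0.321). IPP (0.75), DSCC1 (-0.72), which loads the sliding clamp in replication, and NPPC (0.73) came next and did not pass. ATF3, SHISA2 and JARID2 responded in siNCoR cells as in siCtl cells: of 1781 genes raised by CDDP in siCtl cells 1294 were also raised in siNCoR cells, and of 1904 lowered, 1588. By limma 0 of 9808 genes had an adjusted p under 0.05 or under 0.2, and 472 had an unadjusted p under 0.05, where 490 would by chance, but 777 have one with the replicate number as a block. The long genes fell less with CDDP in siNCoR cells (mean difference 0.135, camera adjusted p = 0.00761, adjusted p = 0.782 with an estimated correlation), a call that ends with no detection filter (0.0741), without siCtl+CDDP replicate 2 (0.427) and without siNCoR+CDDP replicate 2 (0.0544). With the replicate number as a block in the fit, GNAI3 alone has an adjusted p under 0.2 (0.155). A difference of differences of 2 arrays per group has an SE near 0.161, so that small effects of NCoR are not excluded.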

The reduction of NCoR levels did not significantly affect the CDDP-induced transcriptional program, with only 36 genes being significantly regulated by CDDP differently in the *NCoR* knock-down compared to the scramble siRNA-transfected cells (FDR ≥0.2, Table S2). Conversely, knock-down of *SMRT* resulted in significant changes in the transcriptional program triggered by CDDP (Figure 1C and Table S3). 

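ZXDA, a zinc finger gene, is the only gene whose CDDP response differed between siSMRT and siCtl cells at an adjusted p under 0.05 (difference in log2 fold change -1.30, SE 0.163, limma adjusted p = 0.0369; -1 and -1.61 in the replicate pairs). The corepressor gene NRIP1 followed (-1.14, SE 0.191, adjusted p = 0.231), then the natriuretic peptide gene NPPC (0.93), CHURC1 (0.66) and GRAMD4 (0.65), none passing. As lists, p53 targets responded less to CDDP in siSMRT cells (camera adjusted p = 0.00159, adjusted p = 0.506 with an estimated correlation): 22 of 27 had a negative difference, 4 of them passing when adjusted over the list alone. PPM1D (-0.77), AEN (-0.72) and FBXW7 (-0.57) were among the members with the smallest p. FBXW7 has probes called in opposite directions with CDDP under every siRNA. AP-1 genes also responded less (0.00516, adjusted p = 0.742 with an estimated correlation), with 19 of 28 differences negative and 4 passing over the list alone, such as TRIB1 (-0.94) and MYC (-0.91). That call ends without either replicate 1 array of siCtl (0.175 and 0.22 for vehicle and CDDP) or replicate 2 array of siSMRT (0.063 and 0.153). Long genes were lowered less (0.000993, adjusted p = 0.506 with an estimated correlation), with ERC1 at 0.58 and ZBTB20 at 0.55.

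By limma 896 genes had an unadjusted p under 0.05 for the siSMRT difference. At an adjusted p under 0.2 ZXDA remained the only gene, against 265 (92 higher, 173 lower, NRIP1 and PPM1D among them at 0.0892) with the replicate number as a block. The count was 12 with the authors' processed values, 18 without background correction, 19 with offset 50 and 24 with only the arrays compared, and stayed at 1 with median scaling, no detection filter, the signal floor in at least 1 array and every probe. Leaving out 1 array gave from 0 to 62, the most without siNCoR+CDDP replicate 1. ZXDA itself does not pass with no detection filter (0.0767), with only the arrays compared (0.0595) or without any 1 of the siCtl arrays (0.0639 to 0.297), the siNCoR+vehicle arrays (0.08 and 0.0819), the siSMRT+vehicle arrays (0.167 and 0.384) or siSMRT+CDDP replicate 2 (0.243).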

Among the CDDP-repressed genes, 186 (16%) were no longer repressed or were significantly less repressed with *SMRT* knocked-down (Figure 1C, upper panel and Class 1 in Table S3), while 99 genes (9%) where repressed more intensely in the absence of SMRT. 

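Of the 977 genes below the CDDP fold cut-off in siCtl cells, 169 (17.3%) were repressed less in siSMRT cells by a log2 difference of at least 0.32. They include GRAMD4 (-1.58 in siCtl, -1.47 in siNCoR and -0.93 in siSMRT cells), CMIP (-1.81, -1.82 and -1.06), the axon growth gene NAV2 (-1.84, -1.03 and -0.85) and PTK2 (-1.39 in siNCoR and -1.15 in siSMRT cells). Another 100 (10.2%) were repressed more, among them NRIP1 (-0.80, -1.15 and -1.95), the cell-cycle factor E2F3 (-0.92, -1.50 and -1.82), ARHGAP12 (-0.87, -1.35 and -1.56) and NFKB1 (-0.68, -1.11 and -1.36). None of these genes passed limma's test of the difference at an adjusted p under 0.2, where GRAMD4, CMIP and NAV2 stand at 0.231; with the replicate number as a block 31 of the genes repressed less and 20 of those repressed more pass. Without background correction the counts are 96 and 55, and without siCtl+CDDP replicate 1 there are 266 repressed less.

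The siCtl arrays both choose the repressed genes and serve as the reference for the difference, which by itself favours weaker repression in siSMRT cells. Simulated arrays with identical responses in all siRNA groups give 77.3 genes repressed less (95% range 61 to 96.1) and 30.3 repressed more, a ratio of 2.64 (1.79 to 4.18) against 1.69 observed. These arrays were drawn with the variances of the fit without the replicate block; with those of the blocked fit they give 40.9 and 17.5 genes and a ratio of 2.48 (1.41 to 4.37). When the repressed genes are chosen from the siNCoR arrays instead (1034 genes), 111 were repressed less and 177 more, E2F3 and NRIP1 among the latter, a choice that effects shared by siNCoR and siSMRT can also enter. With genes chosen from the siCtl arrays of one replicate number and the difference taken from the other, the counts are 168 less and 186 more in replicate 2, and 199 less and 110 more in replicate 1.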

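NPPC rose more with CDDP in siSMRT cells (1.87) and siNCoR cells (1.67) than in siCtl cells (0.94), as did the immediate-early gene IER5L (2.28, 2.10 and 1.49), ID2, an inhibitor of basic helix-loop-helix factors (1.45, 1.38 and 0.74), and the arrestin gene ARRDC3 (1.64, 1.24 and 1.00). These are among 33 of 579 CDDP-raised genes (5.7%) with a response at least 0.32 log2 units higher in siSMRT cells. The 102 genes (17.6%) with a lower response include the pseudokinase gene TRIB1 (0.73 in siSMRT, 1.10 in siNCoR and 1.67 in siCtl cells), ZNF275 (0.23, 0.53 and 0.90), GEMIN4 (0.00, 0.14 and 0.65), the p53 kinase gene DYRK2 (0.23, 0.54 and 0.88) and MYC (-0.26, 0.27 and 0.65). In limma's test of the difference none passed at an adjusted p under 0.2 (TRIB1 0.231, ID2 0.399); 6 of the higher and 26 of the lower do with the replicate number as a block, IER5L and ID2 among the former.

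With identical simulated responses 14.2 genes would be activated more (95% range 8.48 to 22.5) and 63.6 less (49 to 77.5), or 7.14 and 31.1 with the variances of the blocked fit. Among 575 genes chosen as activated from the siNCoR arrays, 59 were activated more and 50 less. Activated-less counts also depend on the processing: 53 without background correction, 58 with the authors' processed values, and 171, 154 and 156 without siCtl+vehicle replicate 2, siCtl+CDDP replicate 1 and siCtl+CDDP replicate 2.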

Among the CDDP-activated genes, 37 (7.8%) were activated more intensely in the *SMRT* knock-down cells (Figure 1C, lower panel), indicating that this co-repressor limits the activation of these genes after CDDP treatment, while 94 (19.9%) were not activated or activated less intensely when *SMRT* was knocked down. Moreover, 17% of the genes activated by treatment with CDDP were also activated by SMRT knock-down in the absence of treatment (Class 2 in Table S3), suggesting a basal repression by SMRT, which is removed by treatment with CDDP. 

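SMRT siRNA without CDDP raised FABP5, a fatty acid carrier (log2 fold change 0.79, SE 0.091), CD83 (0.73, SE 0.0962), RPRML (0.83, SE 0.113), the matricellular gene CCN3 (0.74, SE 0.106) and ZNF275 (0.60, SE 0.0904), all of which CDDP raised in siCtl cells (0.71, 0.69, 1.44, 0.95 and 0.90; limma adjusted p = 0.000366 for the siRNA and 8.7e-05 for CDDP at FABP5). They are among 111 of the 579 CDDP-raised genes that siSMRT raised by at least 0.32, which is 19.2%, against 10.3% of all genes. The 95% interval of 16% to 22.6% treats genes as independent and leaves out spread between arrays. The replicate 1 and replicate 2 pairs alone give 24.6% and 21.2%. NCoR siRNA raised 76 (13.1%, against 6.77% of all genes). At an adjusted p under 0.05 siSMRT raised 80 of the 579 and lowered 35.

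The same siCtl+vehicle arrays are subtracted for CDDP and for siSMRT, so noise in them raises both. Simulated arrays on which siSMRT changes nothing give 2.73% (1.38% to 4.26%) of genes chosen from the siCtl arrays and 0.88% of all genes, so that sharing alone enriches (0.992% and 0.296% with the variances of the blocked fit). Chosen from the siNCoR arrays, which removes this, the CDDP-raised genes include 74 of 575 (12.9%) raised by siSMRT. The 95% interval over genes, 10.2% to 15.9%, holds the 10.3% of all genes but leaves out spread between arrays. Effects shared by siNCoR and siSMRT can enter that choice too, so the lower share need not come from the arrays alone. Chosen from the siCtl arrays of one replicate number and measured in the other, 14.9% are raised against 11% of all genes in replicate 2, and 19.3% against 13.3% in replicate 1. The share is 14% without background correction and 15.6% with the authors' processed values. Without siCtl+vehicle replicate 2 it is 29.4%, the largest move among the arrays left out. The paper proposes that SMRT holds such genes down in undamaged cells until CDDP lifts the repression.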

Figure 1D reports a heat map of a selected group of genes regulated by CDDP differently in the *SMRT* knock-down compared to the *NCoR* knock-down, showing how the profile in the *NCoR* siRNA resembled the profile in the scramble siRNA-transfected cells, while the *SMRT* siRNA stood out for both activation and repression of genes. 

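JARID2 fell by 2.90 log2 units with CDDP in siCtl cells, by 2.84 in siNCoR cells and by 2.29 in siSMRT cells. JARID2, CMIP and GRAMD4 thus responded in siNCoR cells nearly as in siCtl cells. TRIB1, PPM1D and E2F3 had siNCoR values between those of the other groups. C21orf91 (1.16 in siCtl, 1.32 in siNCoR and 0.58 in siSMRT cells) had a lower value with siSMRT only, and NPPC, IER5L and ID2 had higher values than in siCtl cells under both siRNAs. None of the differences between siRNA groups named here passed limma's test (NPPC adjusted p = 0.231 for siSMRT and 0.976 for siNCoR).

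Over all 9808 genes the CDDP response in siNCoR cells had a Pearson correlation of 0.925 with that in siCtl cells and 0.94 with that in siSMRT cells; siCtl and siSMRT cells gave 0.892. None of these comparisons shares an array. Of genes raised and lowered by CDDP in siNCoR cells, 1485 and 1749 were so in siSMRT cells, where independent lists would share 408.1 and 447.7. Among genes that move at least 0.32 with CDDP in siCtl cells and whose siSMRT and siNCoR responses lie at least 0.32 apart, a count added after the data were seen, 66 genes differ upward and 112 downward from siCtl with siSMRT, and 18 and 37 with siNCoR. The correlation of 0.94 falls to 0.903 without siNCoR+CDDP replicate 2.

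**Figure D3:**
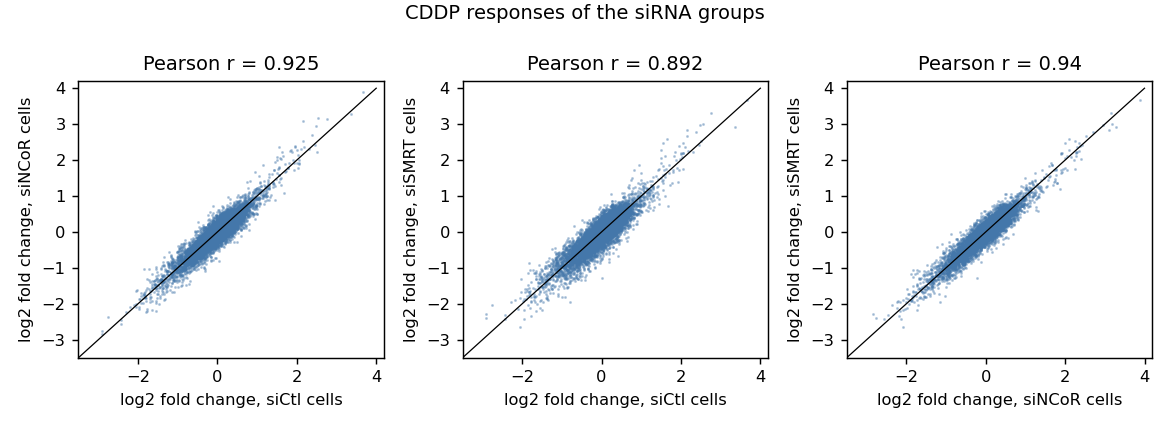
Log2 fold change with CDDP over vehicle for every gene tested, siNCoR against siCtl cells (left), siSMRT against siCtl cells (middle) and siSMRT against siNCoR cells (right). Points are genes and the line marks equal responses, along which each cloud lies.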

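As a list, pro-apoptotic genes did not pass for a common direction of difference in CDDP response between siSMRT and siCtl cells (camera adjusted p = 0.684). HRK (difference in log2 fold change 0.44), MAP3K5 (-0.41), BAD (0.26) and CASP2 (-0.22) had the smallest p of the list's 27 members. Their differences lie in opposite directions, and none passed. Protein kinases did not pass as a list (0.995): the dual-specificity kinase DYRK2 (-0.65) and ABL2 (-0.76) responded lower in siSMRT cells, PTK2 (0.54) and STK39 (0.62) higher, and of 78 only 1 higher and 1 lower passed when adjusted over the list alone. A test for kinases that move in either direction, fry's mixed test, gave an adjusted p = 0.0238. That test takes the kinases alone and not against other genes, so it does not set them apart. In fry's test of a common direction 0 of 29 lists passed for this difference. The same held for siNCoR against siCtl and for siSMRT against siNCoR cells. NF-kB target genes had lower CDDP log2 fold changes in siSMRT cells (camera adjusted p = 0.0192, adjusted p = 0.742 with an estimated correlation), 1 of 13 passing when adjusted over the list alone. NFKB1, with a difference of -0.68, is one that CDDP lowered in siCtl cells and lowered further in siSMRT cells. That call ends without siCtl+vehicle replicate 1 (0.111) and without siCtl+CDDP replicate 2 (0.0941). These lists were written from gene function and are not Gene Ontology terms, and each test sums over genes in 2 arrays per group. Camera asks for a shift in a common direction. The paper's Gene Ontology test instead sums the ranks of genes sorted by an interest statistic. A list that fails camera therefore does not speak against the enrichment that the paper reports.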

Interestingly, in the group of genes that were differentially regulated by CDDP in the cells where *SMRT* was knocked down compared to scramble siRNA-transfected cells, some of the most enriched GO terms were cell death and apoptosis, along with protein amino acid phosphorylation (Table 2).

**Figure 1:**
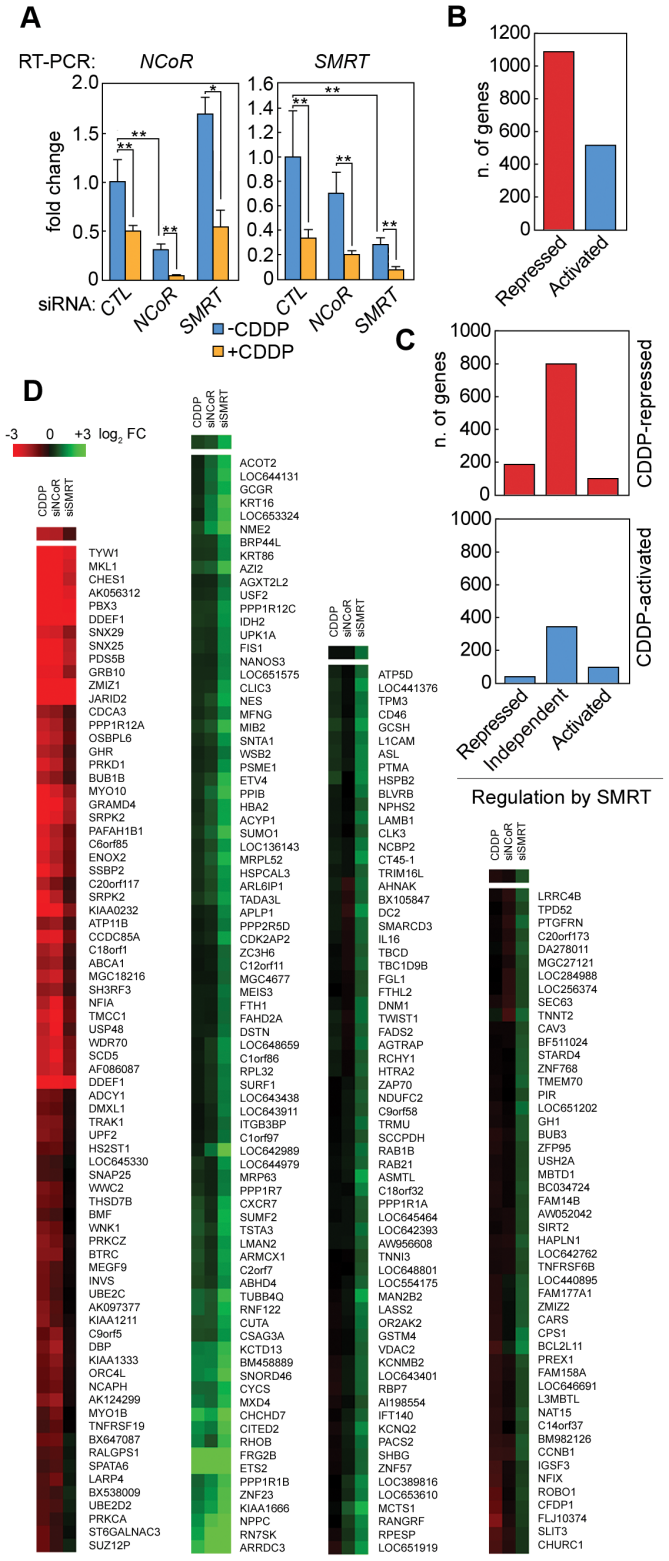
SMRT, but not NCoR, affects CDDP-induced transcriptional program. A) U2OS cells were transfected with scramble siRNA or with siRNAs for *NCoR* or *SMRT*, and then treated with 100 µM CDDP for 6 h, followed by RNA extraction and RT-qPCR with primers specific for *NCoR* (left panel) or *SMRT* (right panel). Results from three independent experiments, each with three technical replicates, were analyzed by the ΔΔCt method, using 18S as a normalizer. (Student's T-test; one star: p-value≤0.05, two stars: p-value≤0.01, three stars: p-value≤0.001). B–D) RNAs from two of the biological replicates described in A were subjected to labeling and hybridization on Illumina BeadChip arrays. B) The histogram indicates the number of genes that are either activated or repressed by CDDP, using a log_2_ fold change cut-off of 0.585. C) The two histograms report the number of genes whose regulation by CDDP is affected by *SMRT* knock-down, grouped by CDDP repression (upper panel) or activation (lower panel). D) Genes regulated by CDDP differently in the *SMRT* knock-down compared to the *NCoR* knock-down. The criteria for selection of SMRT-specific genes were the following: false discovery rate ≥0.2; log_2_ fold change (CDDP/vehicle) in scramble siRNA cells ≥|0.32|; difference between log_2_ fold changes in the *SMRT* knock-down and the scramble siRNA [(siSMRT+CDDP/siSMRT+vehicle) – (siCtl+CDDP/siCtl+vehicle)] ≥0.32; difference between log_2_ fold changes in the *SMRT* knock-down and the *NCoR* knock-down [(siSMRT+CDDP/siSMRT+vehicle) – (siNCoR+CDDP/siNCoR+vehicle)] ≥0.32. Genes were grouped with the “Cluster” software (using the “Average linkage clustering” function) and the heat maps were created with the “TreeView” software.

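Set directly against each other, the CDDP responses of siSMRT and siNCoR cells had the smallest p at ZXDA (-1.07, SE 0.163) and GNAI3 (0.76). By p, C21orf91 (-0.74), CMIP (0.76) and the deubiquitinase gene USP48 (0.82) came next. None passed (limma adjusted p = 0.255 for ZXDA and 0.258 for GNAI3). Of 9808 genes 334 had an unadjusted p under 0.05, where 490 would by chance, and 560 had one with the replicate number as a block. With the replicate number as a block ZXDA and GNAI3 reach an adjusted p of 0.129. As lists, p53 targets (19 of 27 differences negative), AP-1 genes (21 of 28) and NF-kB targets had lower CDDP responses in siSMRT than in siNCoR cells (camera adjusted p = 0.00307 for each, with adjusted p = 0.861 with an estimated correlation), and so did ATF4 stress genes (0.0231, and 0.861 again). These calls rest on few arrays: without siNCoR+vehicle replicate 1 the p53 (0.0718), AP-1 (0.267) and NF-kB (0.468) calls end, without siSMRT+vehicle replicate 2 those of p53 (0.0729), AP-1 (0.111) and ATF4 genes (0.0681). Leaving out other siNCoR or siSMRT arrays also ends calls: siSMRT+CDDP replicate 1 for p53 (0.0771), siSMRT+CDDP replicate 2 for AP-1 (0.285) and ATF4 (0.547), and siNCoR+CDDP replicate 2 for NF-kB (0.25). The ATF4 call also ends without siNCoR+vehicle replicate 2 (0.338), siNCoR+CDDP replicate 1 (0.452) and siSMRT+vehicle replicate 1 (0.138), as it does with median scaling (0.0671), with no detection filter (0.259) and with every probe (0.0572). p53 targets had no such shift in siNCoR against siCtl cells (mean difference -0.06, adjusted p = 0.54), and neither had AP-1 genes (-0.03, adjusted p = 0.695), although without siCtl+vehicle replicate 2 the AP-1 list is called lower (0.0174).

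The siSMRT and siNCoR differences from siCtl had a Pearson correlation of 0.673 across genes. Both subtract the siCtl arrays, and simulated arrays with no effect of either siRNA give 0.501 (95% range 0.482 to 0.519). The covariance is 0.0282 against 0.016, or 0.0115 with the variances of the blocked fit. The simulation makes all groups equally noisy. Across all genes part of the likeness is thus not accounted for by sharing siCtl arrays as noisy as the others. Noisier siCtl arrays would add likeness, which was not tested, so a part beyond sharing is not shown.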

**Table 1:** Most enriched Gene Ontology (GO) terms in CDDP-regulated genes.

GO ID	Biological Process	p
45941	positive regulation of transcription	2.77E-14
6468	protein amino acid phosphorylation	5.51E-13
122	negative regulation of transcription from RNA polymerase II promoter	4.28E-12
30154	cell differentiation	5.98E-12
51093	negative regulation of developmental process	1.65E-11
7049	cell cycle	3.51E-11
7167	enzyme linked receptor protein signaling pathway	3.65E-11
42127	regulation of cell proliferation	5.74E-11
1568	blood vessel development	1.07E-09
43066	negative regulation of apoptosis	1.31E-09
6915	apoptosis	3.47E-09
51094	positive regulation of developmental process	3.67E-09
8219	cell death	3.71E-09

**Table 2:** Most enriched Gene Ontology (GO) terms in genes whose regulation by CDDP is affected by SMRT.

GO ID	Biological Process	p
6468	protein amino acid phosphorylation	7.33E-13
8219	cell death	8.35E-13
7049	cell cycle	5.34E-12
6915	apoptosis	7.86E-12
12501	programmed cell death	1.37E-11
33554	cellular response to stress	3.71E-10
10558	negative regulation of macromolecule biosynthetic process	1.00E-09
6357	regulation of transcription from RNA polymerase II promoter	1.13E-09
10629	negative regulation of gene expression	1.43E-09
9966	regulation of signal transduction	1.62E-09
51094	positive regulation of developmental process	1.79E-09
16481	negative regulation of transcription	1.92E-09
8283	cell proliferation	2.41E-09
43933	macromolecular complex subunit organization	3.40E-09
19941	modification-dependent protein catabolic process	3.57E-09
10926	anatomical structure formation	5.46E-09
44085	cellular component biogenesis	5.86E-09

### SMRT protects against apoptosis through repression of pro-apoptotic genes

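FOS, the AP-1 subunit, rose with CDDP in siCtl cells (log2 fold change 2.16, SE 0.233, limma adjusted p = 2.3e-05), in siNCoR cells (3.10) and in siSMRT cells (2.84), in both pairs of arrays each time. SRPK2, a splicing factor kinase, fell (-1.40, SE 0.142, adjusted p = 1.47e-05), less so in siNCoR (-0.93) and siSMRT cells (-0.84). PPM1D, the phosphatase Wip1 and a p53 target, rose in siCtl cells (0.60, SE 0.115, adjusted p = 0.00147). It did not pass as raised in siNCoR (0.07) or siSMRT cells (-0.17). SMAD7, the inhibitory SMAD, fell in siCtl cells (-0.54, adjusted p = 0.0185) and further in siNCoR (-1.06) and siSMRT cells (-1.25); its siCtl fall ends without siCtl+vehicle replicate 2 (0.139) and without siCtl+CDDP replicate 1 (0.131). BCL2L11, which encodes the BH3-only protein BIM, and MAX, the MYC partner, did not pass with CDDP in siCtl cells at the probe that stands for each (-0.12 and 0.01). Their other probes past the filter differ: BCL2L11 gave 0.42 (adjusted p = 0.0377) and -0.40 (0.205), and MAX -0.38 (adjusted p = 0.0418) and -0.25 (0.239).

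Without CDDP siSMRT raised BCL2L11 (0.55, adjusted p = 0.0203), a call that ends without siCtl+vehicle replicate 2 (0.147) or either siSMRT+vehicle array (0.068 and 0.112). Within CDDP-treated cells siSMRT raised BCL2L11 (0.76, adjusted p = 0.00408) and SRPK2 (0.60, adjusted p = 0.0147) and lowered PPM1D (-0.81, adjusted p = 0.00116) and SMAD7 (-0.85, adjusted p = 0.00504) in comparison with siCtl; siNCoR lowered PPM1D (-0.71) and SMAD7 (-0.80, adjusted p = 0.0139) too, the latter a call that ends without siCtl+CDDP replicate 2 (0.0964) or siNCoR+CDDP replicate 2 (0.0865). The SRPK2 call ends without replicate 1 of siCtl+CDDP (0.0829) or of siSMRT+CDDP (0.11). MAX rose at the probe that stands for it (0.39, adjusted p = 0.0333), while its other probes past the filter did not pass (0.20 and 0.14). The MAX call ends without siCtl+CDDP replicate 1 (0.177) or 2 (0.0595). Without a siNCoR+CDDP or siSMRT+CDDP array it ends as another probe then stands for MAX; with the probe held, and adjusted over all probes, it ends without siSMRT+CDDP replicate 1 (0.143) or 2 (0.127) or a siSMRT+vehicle array (0.0521 and 0.0527), and not without a siNCoR+CDDP array. FOS did not pass (0.45, adjusted p = 0.201), and does without siCtl+CDDP replicate 1 (0.0161). No SMRT difference in the CDDP response passed limma's test for FOS (0.68, SE 0.33), PPM1D (adjusted p = 0.231), SMAD7 (-0.70, SE 0.227), SRPK2 (0.56, SE 0.201), BCL2L11 (0.21, SE 0.195) or MAX (0.21, SE 0.159). With the replicate number as a block PPM1D (0.0892) and SMAD7 (0.112) pass an adjusted p of 0.2. The other probes of BCL2L11 gave -0.12 and 0.74 for this difference, so the gene has no single direction.

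**Figure D4:**
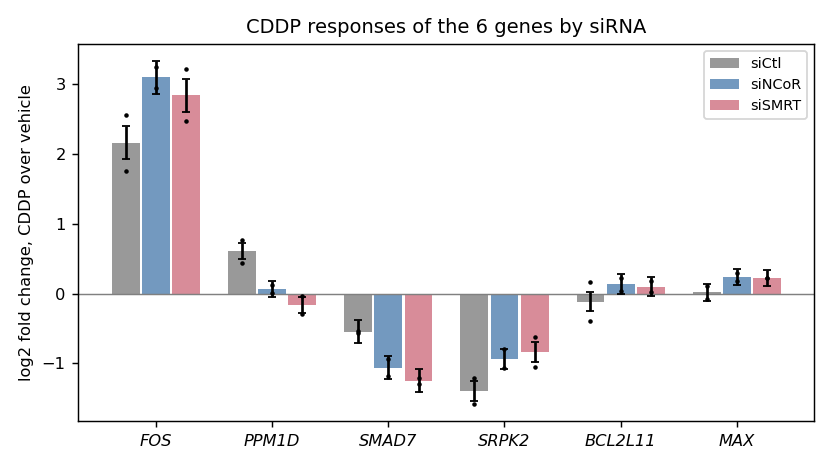
Log2 fold change with CDDP over vehicle (vertical axis) of the 6 genes in siCtl (grey), siNCoR (blue) and siSMRT cells (red). Bars are fitted values with standard errors and dots are the 2 pairs of arrays. FOS rises and SRPK2 falls under every siRNA, and PPM1D passes as raised in siCtl cells. No difference in the CDDP response of PPM1D between the siRNA groups passes.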

Because apoptosis was among the most enriched Gene Ontology (GO) terms in SMRT-dependent genes, we selected a group of pro-apoptotic genes regulated by CDDP (*FOS, PPM1D, SMAD7, SRPK2, BCL2L11, MAX*), and performed RT-qPCR after transfection of the cells with siRNA against *SMRT* and subsequent treatment with CDDP. As shown in Figure 2A, SMRT limited CDDP-dependent activation of *FOS* and *PPM1D* and exhibited a repressive function on *SMAD7, SRPK2, BCL2L11* and *MAX*, as their inhibition by CDDP was lost in the cells transfected with *SMRT* siRNA. Because AP1 is a transcription factor implicated in induction of apoptosis, itself utilizing the NCoR/SMRT complex for repression of target genes, the regulation of *c-FOS*, a major component of the AP1 family, was selected for further investigation. Chromatin immunoprecipitation of SMRT following CDDP treatment revealed increased recruitment of SMRT on the *c-FOS* promoter after DNA damage (Figure 2B), suggesting direct regulation of *c-FOS* by SMRT. Knock-down of *Chk2* was able to abrogate the occupancy of SMRT on the *c-FOS* promoter, supporting the requirement for Chk2 in DNA damage-dependent co-repressor recruitment (Figure 2C).

**Figure 2:**
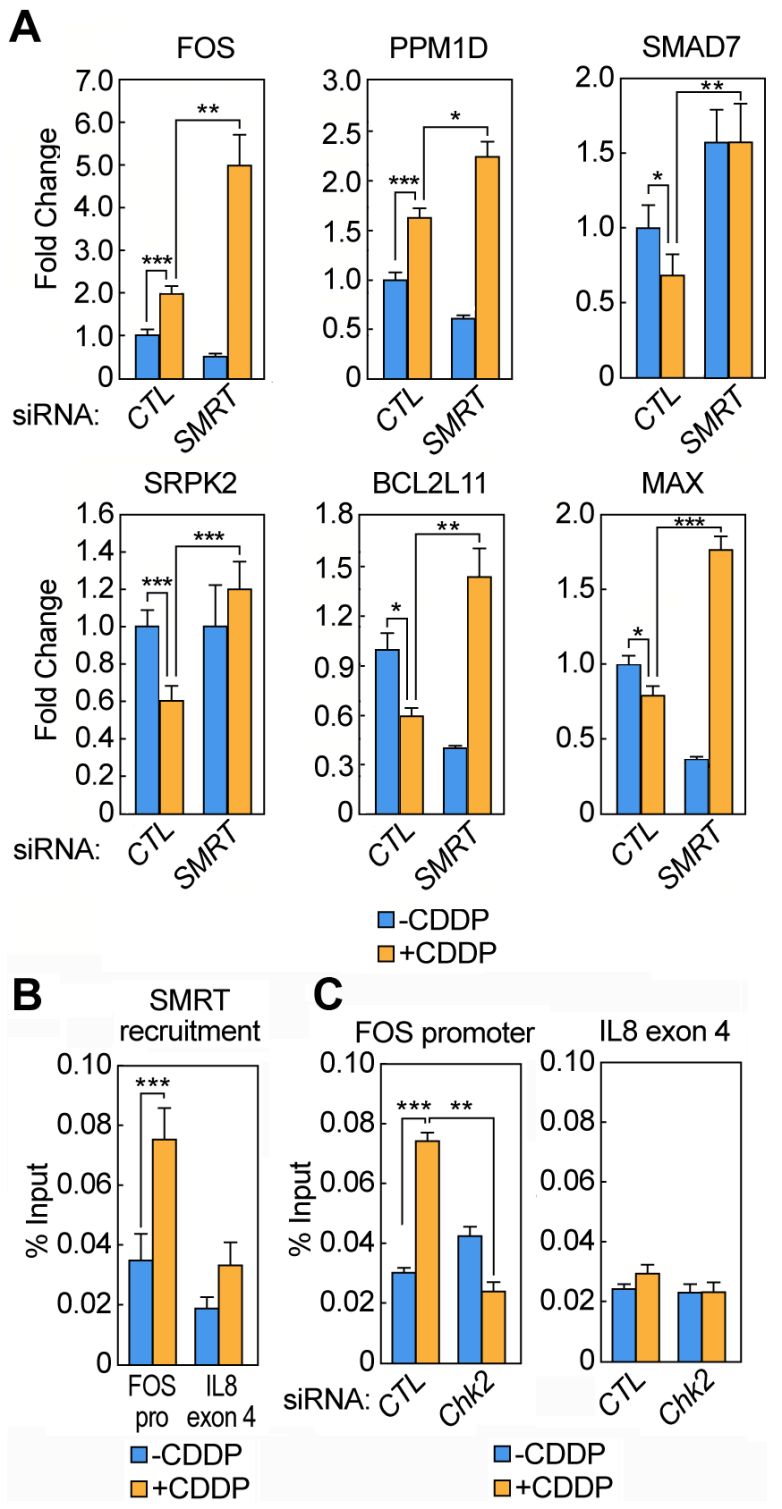
SMRT represses a group of pro-apoptotic genes. A) RT-qPCR was performed on RNA extracted from U2OS cells after treatment for 6 h with 100 µM CDDP, with or without siRNA against *SMRT*. Results from three independent experiments, each with three technical replicates, were analyzed by the ΔΔCt method, using 18S as a normalizer. B) Chromatin immunoprecipitation with an antibody specific for SMRT after treatment of 293 cells with 100 µM CDDP for 2 h. The qPCR was performed on the immunoprecipitated DNA, and percentage of the input was calculated by comparing the sample Ct with a curve made of four serial 1/5 dilutions of 1% input. The results are the average of three independent experiments, each one with three technical replicates. C) Same as in B, but with transfection of either scramble siRNA or siRNA against *Chk2* and qPCR with specific primers for *FOS* promoter (left panel) or *IL8* exon 4 (right panel). The results are the average of three independent experiments, each one with three technical replicates. (Student's T-test performed for all experiments in the figure; one star: p-value≤0.05, two stars: p-value≤0.01, three stars: p-value≤0.001).

In order to investigate the biological consequences of the Chk2-SMRT regulatory events, U2OS and 293 cells were transfected with siRNAs against *Chk2* or *SMRT*, followed by treatment with toxic doses of CDDP and Western blot analysis of the caspase 3-dependent cleavage of PARP1. As shown in Figure 3A, while the siRNAs against *Chk2* had little effect on the activation of caspase 3, knock-down of *SMRT* increased PARP cleavage in CDDP-treated cells. The knock-down of *SMRT* caused a very slight increase in PARP cleavage also in non-treated cells, only visible after very long exposure (Figure 3B). To confirm activation of caspase 3 by *SMRT* siRNA, a Western blot was performed on U2OS protein extracts with an antibody which specifically recognized the 17-kDa and 19-kDa cleavage products of caspase 3, showing increased caspase 3 cleavage when SMRT was knocked-down (Figure 3C). This effect was not detected in cells transfected with the same siRNAs, but treated with TNF-α in combination with cycloheximide, which has been shown to activate the extrinsic apoptotic pathway by the TNF receptor [58] (Figure 3D–E).

**Figure 3:**
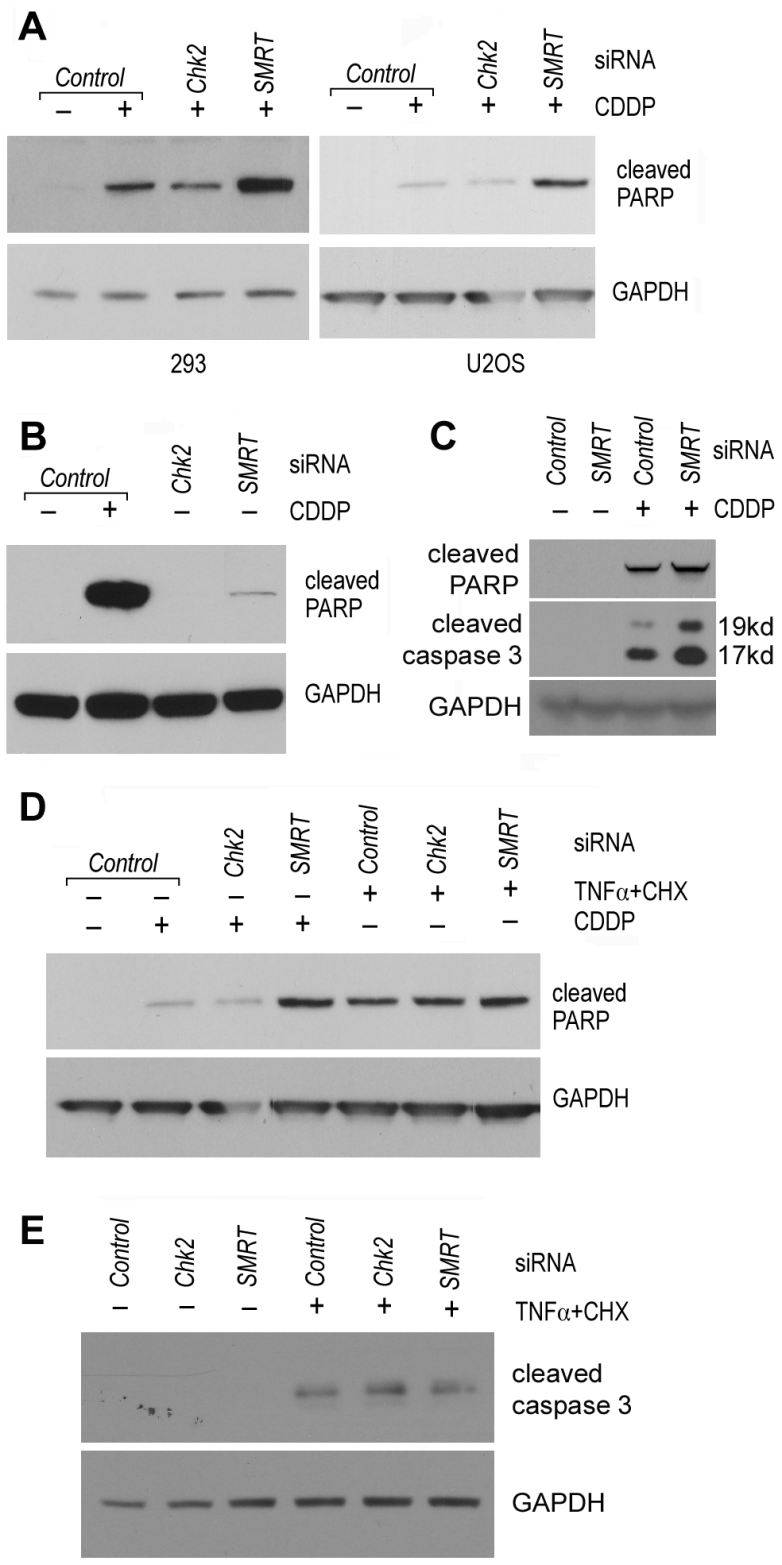
SMRT has a protective action against DNA damage-induced caspase activation. A–C) 293 and U2OS cells were transfected with the indicated siRNAs and treated with either DMSO or 100 µM CDDP for 8 h, followed by Western blot analysis on whole cell extracts with the indicated antibodies. D–E) U2OS cells were transfected with the indicated siRNAs and treated with either 100 µM CDDP or 20 ng/µl TNF-α + 5 µg/ml cycloheximide for 6 h. All shown data is representative of at least three independent experiments. GAPDH is used as a loading control.

### SMRT represses the phosphatase Wip1, influencing the dynamics of Chk2 activation

Interestingly, SMRT was required for CDDP-induced repression of the Wip1 phosphatase (*PPM1D* gene, Figure 2A), a major down-regulator of the Chk2 pathway, as well as of other phosphorylated proteins such as p53 and p38 [55]. To confirm the repressive action of SMRT on *PPM1D*, U2OS cells were transfected with siRNA against *SMRT* and treated with another genotoxic drug, doxorubicin, which inhibits topoisomerase II and causes double strand breaks. As expected, Wip1 protein levels were augmented by doxorubicin treatment and increased by siRNA against SMRT, even in the absence of DNA damage, indicating basal repression of *PPM1D* by SMRT (Figure 4A).

**Figure 4:**
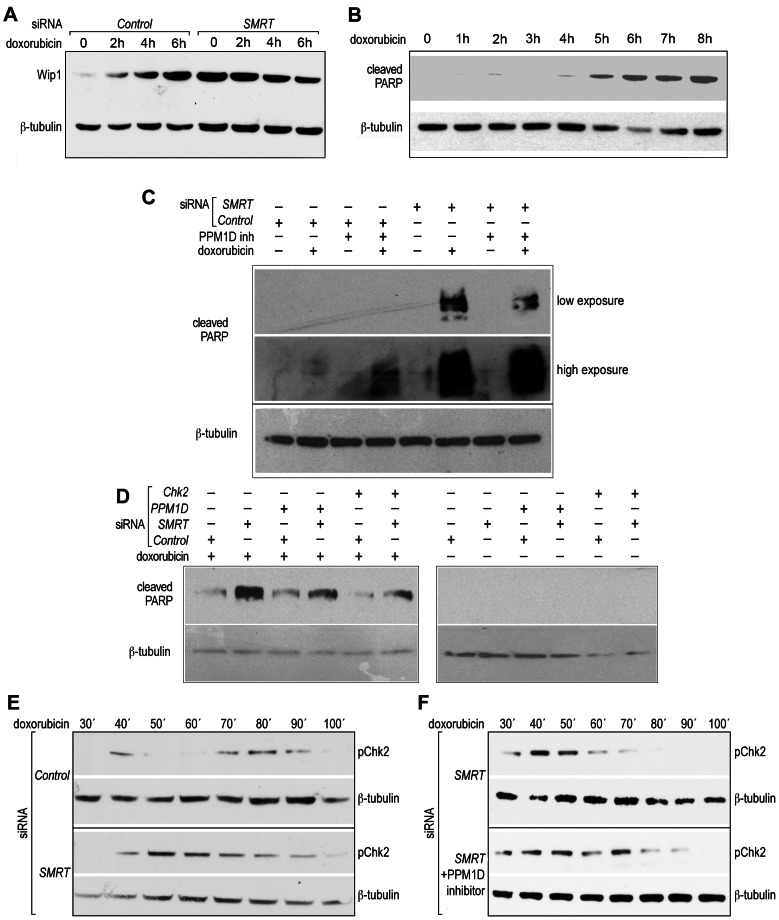
Wip1 and Chk2 are required for activation of caspase by SMRT knock-down after DNA damage. A) U2OS cells were transfected with scramble siRNA (Ctl) or siRNA against *SMRT* and then treated with 5 µM doxorubicin for the indicated time points, followed by protein extraction and Western blot with the indicated antibodies. B) U2OS cells were treated with 5 µM doxorubicin for the indicated time points and protein extracts were used for Western blot. C) U2OS cells were transfected either with scramble siRNA or with siRNA against *SMRT* and then treated for 6 h with 5 µM doxorubicin with or without co-treatment with 50 µM PPM1D inhibitor, and the protein extracts were used for Western blot with antibodies specific for cleaved PARP1 and tubulin. D) U2OS cells were transfected with the indicated siRNAs and then treated with for 6 h with 5 µM doxorubicin; the protein extracts were used for Western blot with antibodies specific for cleaved PARP1 and tubulin. E) U2OS cells were treated with 5 µM doxorubicin at 10′ intervals for 2 h, and protein extracts were analyzed by Western blot with phospho-Chk2 (T68) or tubulin antibodies, both in control cells and in the *SMRT* knock-down. F) Cells were transfected with siRNA against *SMRT* and treated with doxorubicin for the indicated time points, with (lower panel) or without (upper panel) additional treatment with PPM1D inhibitor. All shown data is representative of at least three independent experiments.

We next investigated the role of *PPM1D* repression in the initial caspase activation induced by *SMRT* knock-down in the presence of DNA damage. We first treated the cells with doxorubicin for different time points, and detected cleavage of PARP starting between 5 h and 6 h of treatment (Figure 4B). While knock-down of *SMRT* caused an increase in doxorubicin-induced caspase 3 activation, co-treatment with a chemical inhibitor of Wip1 attenuated this phenotype (Figure 4C). Consistently, co-transfection of siRNA against *PPM1D* reduced caspase activation when compared to actions of *SMRT* siRNA alone (Figure 4D, compare lane 4 and 2).

Wip1 has many substrates, all involved in the regulation of apoptosis in response to DNA damage or cellular stresses. To determine whether Chk2 is required for the activation of caspase that occurs when *SMRT* is down-regulated, we co-transfected U2OS cells with siRNAs for *SMRT* and *Chk2*. Indeed, co-transfection with *Chk2* siRNA attenuated the caspase activation caused by *SMRT* knock-down, after treatment with doxorubicin (Figure 4D, compare lanes 6 and 2).

Because the Wip1-dependent feedback has been reported to cause oscillatory behavior in Chk2 activation [24], [59], and because in genetic oscillators the intensity of the feedback loop dictates the oscillatory behavior of the system [60]–[62], we sought to examine the possibility that the SMRT-dependent repression of *Wip1* might be responsible for influencing the dynamics of Chk2 activation after DNA damage. U2OS cells were treated with doxorubicin at 10′ intervals for 2 hours, comparing cells transfected with scramble siRNA or siRNA against *SMRT*. In control conditions, an oscillatory pattern of Chk2 phosphorylation was observed, with two discrete peaks at 40′ and 80′. SiRNA against *SMRT* altered this pattern, resulting in only one, more persistent phospho-Chk2 peak (Figure 4E). Interestingly, when the cells transfected with the *SMRT* siRNA were also treated with a Wip1 inhibitor, the single peak of Chk2 activation (Figure 4F, upper panel) was replaced by two peaks of activation after doxorubicin treatment, one at 40′–50′ and one at 70′ (Figure 4F, lower panel). Even if the peaks are not perfectly overlapping with the original oscillation observed in the wild type cells, this result suggests that the lack of inhibition of Wip1 might play a role in the altered dynamics observed in the *SMRT* knock-down.

### SMRT is required for proper repair of DNA damage

It has been argued that the cycles of oscillation in checkpoint proteins allow cells to monitor DNA repair and re-activate the checkpoint response if the damage is still present at the end of each cycle [24], [63]. To assess the applicability of this model to Chk2, we treated U2OS cells with doxorubicin with or without co-treatment with the antioxidant N-Acetyl-Cysteine (NAC), which reduces the amount of DNA damage by scavenging free radicals. As expected, treatment with the antioxidant reduced caspase activation in response to doxorubicin. However, if the cells were transfected with siRNA specific for *SMRT*, the ability of the antioxidant to rescue the DNA damage-induced apoptosis was lost (Figure 5A), suggesting that SMRT is involved in monitoring repair and shutting down the response if the DNA damage is repaired. Interestingly, co-treatment with the Wip1 inhibitor partially restored the ability of the *SMRT*-deficient cells to block apoptosis in the presence of NAC (Figure 5A, lane 5), suggesting a role of Wip1 de-repression in the observed phenomenon.

**Figure 5:**
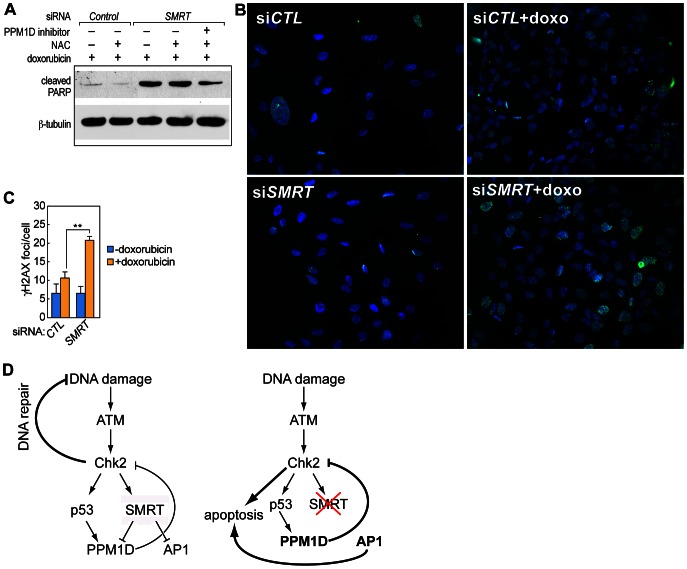
SMRT is required for monitoring the DNA repair process. A) U2OS cells were transfected with scramble siRNA (Ctl) or siRNA against *SMRT* and then treated with 5 µM doxorubicin for 6 h, with or without co-treatment with the antioxidant 10 µM N-Acetyl-cysteine (NAC). The data presented is representative of at least three independent experiments. B–C) U2OS cells were transfected with scramble siRNA or siRNA against *SMRT* and treated with 5 µM doxorubicin for 1 h, followed by fixation and immuno-staining with γH2AX antibody. Representative pictures are reported in B. Five images for each experimental point were taken for each experiment. γH2AX foci from three independent experiments were quantified by ImageJ software, and the average number of foci per cell was plotted in C. (Student's T-test; one star: p-value≤0.05, two stars: p-value≤0.01, three stars: p-value≤0.001). D) Model of modifications in the ATM-Chk2-PPM1D system when SMRT is removed.

Finally, we argued that if SMRT is required for properly sensing and responding to DNA damage, then *SMRT* knock-down should affect the ability of the cells to repair DNA damage. As expected, when *SMRT* was down-regulated by siRNA, the number of γH2AX foci, a marker of active repair of DNA double strand breaks, was doubled (Figure 5B–C).

## Discussion

The decision between life and death of a cell is a very important one, with relevant implications for cancer therapy. Here we present a role of the transcriptional co-repressor SMRT in delaying the induction of apoptosis after DNA damage. We suggest that Checkpoint kinase 2, activated by DNA damage, induces recruitment of SMRT on the promoters of some pro-apoptotic genes, thus delaying activation of caspase and allowing DNA repair (Figure 5D, left panel). When SMRT is removed from the cells, pro-apoptotic genes are de-repressed and cells activate the caspase pathway (Figure 5D, right panel). Our data showed that SMRT is down-regulated both at the RNA level (Figure 1A) and at the protein level (data not shown) after treatment with apoptotic doses of CDDP.

The RNA profiling results suggest that SMRT plays a significant role in gene repression after DNA damage. However, SMRT actually exhibited an activating action on some CDDP-regulated genes, possibly due to secondary effects. The genes that we confirmed by RT-qPCR to be inhibited by SMRT are all important regulators of apoptosis, belonging to different pathways. *BCL2L11* (or *Bim*) is a member of the “BH3-only” family of apoptosis facilitators; members of this family bind and inactivate pro-survival Bcl2-like proteins, thus allowing permeabilization of mitochondrial membrane by Bax/Bak channels [64]. *SRPK2* is a protein Serine-Arginine kinase that, after DNA damage, migrates to the nucleus and induces apoptosis through only partially defined mechanism [65]. *MAX* forms a functional dimer with *MYC* and binds the promoter of target genes thus inducing cell proliferation as well as apoptosis [66], [67]. Of particular interest, among the pro-apoptotic genes repressed by SMRT there are some components or regulators of two major pathways involved in the regulation of apoptosis: AP1 and NFκB. *FOS* is a major transcription factor of the AP1 family [68], and has been associated with induction of apoptosis after different cellular stresses, including DNA damage [31], [32]. *SMAD7* is an inhibitory transcription factor activated by TGF-β signaling, required for repression of anti-apoptotic NFκB target genes [69]. The SMRT complex is already known to be required for gene repression by AP1 [47] and NFκB [46]. In our experiments, SMRT exerts a basal repressive function on NFκB genes, as its removal from the cells by siRNA induces up-regulation of NFκB targets such as *PPM1D* (Figure 2A) as well as *IL-8* and *TNF-α* (data not shown). In contrast, active recruitment of SMRT on the promoter of AP1 targets such as *c-FOS* occurs only after DNA damage.

As expected, the *SMRT* knock-down sensitizes cells to DNA damaging agents such as CDDP and doxorubicin, increasing drug-induced caspase activation. An apparently inconsistent finding is that the *Chk2* knock-down does not have the same effect. Although we were not able to demonstrate direct phosphorylation of SMRT by Chk2, our data suggest that phosphorylation of SMRT occurs after treatment with CDDP, which is reduced, but not entirely abolished, by *Chk2* siRNA (data not shown). Therefore, we are tempted to suggest that SMRT might be phosphorylated by different kinases after DNA damage, such as Chk1, p38, and JNK, which can complement the absence of Chk2.

Of particular interest to us is the SMRT-dependent repression of the protein phosphatase Wip1 or PPM1D, a down-regulator of the Chk2 pathway. De-repression of *Wip1* by *SMRT* knock-down is associated with increased caspase activation. It is tempting to speculate about potential explanations of these observations. One hypothesis is that Wip1 de-repression changes the kinetics of Chk2 activation. Chk2 has been reported to be activated in cycles [24]. It has been shown that the frequency of oscillations of a negative feedback system is dictated by the balance between the activating stimulus and the negative feedback [60], [62]. Therefore, Chk2 oscillations might change in frequency as the system evolves: initially, when Wip1 levels are low, one observes high-frequency oscillations (40′ period); however, as Wip1 levels increase due to p53-dependent transcriptional activation (mimicked by *SMRT* knock-down), one might expect lower frequency oscillations and, therefore, more persistent phosphorylation of Chk2 and activation of caspases. While more detailed kinetic analysis of Chk2 activation would be required to fully characterize the system's evolution during time, the idea of frequency modulation as a strategy to induce different cellular outcomes is a possible explanation.

Indeed, the idea of alteration in activation dynamics as a regulatory strategy has been previously proposed. The ATM-Chk2-p53 pathway has been shown to be activated in cycles after IR treatment [24]; it has been suggested that the cycles of p53 activation are required to sense the intensity of the DNA damage [59] and to modulate the response according to the severity of the damage [70]. Moreover, the kinetics of activation of JNK-1 has been proposed to dictate the cellular outcome, with transient activation being pro-inflammatory and pro-survival, while sustained activation inducing cell death [71].

The mechanism of the inhibition of *PPM1D* gene by SMRT is not clear. *PPM1D* has been reported to be regulated by NFκB [72], which uses SMRT as a co-repressor. However, we were not able to detect any SMRT protein on the NFκB binding site in the *PPM1D* promoter (data not shown). It is possible that the effect on Wip1 is indirect, mediated by increased autocrine secretion of TNF-α by the *SMRT* knock-down cells. Indeed, treatment of the cells with exogenous TNF-α has an effect on caspase activation similar to that of siRNA for *SMRT*: increased doxorubicin-induced apoptosis, which can be rescued by siRNA for Wip1 (data not shown).

Finally, Wip1 regulates many different kinases [55] and, therefore, its regulation has most likely wider consequences than only those dependent on Chk2 oscillation. We speculate that oscillatory behavior occurs simultaneously in many different systems and for many different regulatory proteins, wherever a negative feedback loop is present, and the final “decision” on cell fate depends on the balance between the signals sent by each of the regulatory checkpoint proteins.

## Materials and Methods

### Antibodies, siRNAs, chemicals and cell lines

Antibodies specific for NCoR were generated in our laboratory as previously described (50). All the other antibodies were commercial: Flag (SIGMA), cleaved PARP (human-specific), cleaved caspases 3 (Asp175) and phospho-Chk2 (T68) (Cell Signaling Technology), SMRT (Abcam for Western blot, Affinity Bioreagents for chromatin immunoprecipitation), GAPDH (Santa Cruz Biotechnology), β-tubulin (SIGMA), γH2AX (Upstate, mouse monoclonal). The following chemicals were used: TNF-α, PPM1D inhibitor (Calbiochem), TPA, 9cis-RA, cisplatin, doxorubicin, cycloheximide and N-acetyl-cysteine (SIGMA).

SiRNAs specific for Chk2, NCoR, SMRT and PPM1D were purchased from Invitrogen, and a mix of three independent siRNAs was used for each gene.

All cell lines (U2OS, HeLa, 293) were purchased from ATCC.

### Cell culture

All cells were grown in Dulbecco Modified Eagle Medium (GIBCO) with low glucose, supplemented with 10% FBS and 50 µg/ml Gentamycin. For transfection, Lipofectamine 2000-based liposomes were incubated in serum-free medium (5 ml/plate) and Optimem medium (3 ml/plate) for 6 hours, followed by incubation in complete medium for 2 days before the appropriate treatments. Cells were incubated for 2 days in serum-free DMEM medium before treatments with 9cisRA, TNF-α or TPA.

### Reverse Transcription-qPCR

Total RNA was extracted with RNEasy kit (QIAGEN) according to the manufacturer's recommendations, and 1 µg of RNA was used for RT reaction by SuperScript III Reverse Transcriptase kit (Invitrogen); cDNA samples were diluted 1∶20 for test genes and 1∶200,000 for the reference gene (18S), and 4 µl per reaction were used for qPCR, using Brilliant III SYBR Green master mix (Agilent). Results from three technical replicates were analyzed by the ΔΔCt method, using 18S as a normalizer. Briefly, statistical significance was calculated by normalizing the values of three independent biological replicates for the respective 18S values, eliminating the outliers and averaging the ΔCts; the p-value was calculated by Student's T-test.

### Chromatin Immunoprecipitation

After the appropriate transfections and treatments, HEK293 cells were fixed by incubation for 10′ with 2% formaldehyde and then in 0.125 M Glycine for 15′. Cells were harvested in PBS, the pellet was washed sequentially in ChIP Buffer I (0.25% Triton X-100, 10 mM EDTA, 0.5 mM EGTA, 10 mM HEPES pH 6.5) and ChIP Buffer II (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM HEPES pH6.5) and then incubated for 1 h in Lysis Buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8.1, 1X Complete protease inhibitor mix [Roche]). Chromatin was sonicated by BioRuptor (Diagenode, 8 pulses, 5′ each on High setting, 50% time pulses), diluted 1/10 in Dilution buffer (1% Triton X-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl pH 8.0, protease inhibitor mix) and immunoprecipitated with 5 µl NCoR or SMRT antibodies over night, followed by incubation for 2 h with protein A sepharose (Invitrogen, 50 µl/sample of 50% slurry) or protein A Dynabeads (Invitrogen, 15 µl/sample of 30 mg/ml mix). The immunoprecipitate was washed sequentially in TSE-I (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8.0), TSE-II (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), Buffer III (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0) and twice in TE Buffer, then resuspended in Elution Buffer (1% SDS, 0.1 M NaHCO_3_) and de-crosslinked at 65°C for 6 hrs. DNA was extracted through QIAquick Spin columns (QIAGEN), diluted 1∶4 and 4 µl were used for qPCR, using technical triplicates. Percentage of the input was calculated by performing four serial 1/5 dilutions of 1% input. All qPCR reactions were performed as described for RT-qPCR. The results shown derive from averaging three independent experiments; the statistical significance was calculated by Student's T-test.

### Microarrays

U2OS cells were transfected with siRNAs for *NCoR* or *SMRT*, incubated in complete medium for 2 days, and then treated with 100 µM CDDP for 6 hrs, followed by RNA extraction, labeling with Illumina TotalPrep RNA Amplification Kit (Ambion) and hybridization on Illumina Expression Beadchips (HumanRef 8.0), following the manufacturer's recommendations. Data was analyzed as described in Methods S1. The data was uploaded on the GEO database (ID number: GSE34226).

### Cell extracts and fractionation

For whole cell extracts, Cells were washed in cold PBS, harvested and resuspended in IPH buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 0.5% NP-40, 1 mM PMSF, 50 mM NaF, 2 mM Na_2_VO_3_, 1X Complete protease inhibitor mix [Roche] and 1 mM glycerol phosphate), incubated for 20′ on ice and subsequently centrifuged for 10′ at 13,000 rpm. The supernatant (whole cell extract was used for Western blot analysis.

### Immunofluorescence

U2OS cells were plated at 80% confluence in 8-well plates, transfected as indicated with Lipofectamine 2000 (Invitrogen) and then treated with 5 µM doxorubicin for 1 h. Cells were fixed in 2% paraformaldehyde for 10′ at room temperature and then washed in PBS 4 times (20′ each), followed by permeabilization in 0.1% NP-40 in PBS (30′ at room temperature) and incubation in PGBA-Super blocking solution (0.1% gelatin, 10% BSA, 0.01% sodium azide, 1% normal goat serum in PBS) for 30′ at room temperature. Primary antibody anti-γH2AX was diluted 1∶200 in PGBA solution (0.1% gelatin, 1% BSA, 0.01% sodium azide in PBS) and added to the cells over-night. Cells were washed 4 times in PBS and then incubated for 1 h with secondary antibody anti-mouse (1∶300 in PGBA) conjugated with Alexa-488 (Invitrogen). Cells were washed 3 times in PBS and then analyzed at the fluorescence microscope at 20X magnification. Five pictures were taken for each experimental point. γH2AX foci were counted with ImageJ, using the FociPicker3D application, followed by counting the number of cells for each picture with the ‘Analyze Particles’ function, and the number was used to calculate the average number of foci per cell. Data from three independent experiments were used to calculate statistical significance, with Student's T-test.

## Supporting Information

Figure S1 **Purification of proteins interacting with the FHA of Chk2.** A) A PATH-tagged FHA domain of Chk2 was purified from bacteria and incubated with cellular extracts from HeLa cells. As a control, a mutant lacking the ability to bind target phosphopeptides was used. Purified proteins were run on polyacrylamide gels and visualized with silver stain. B) Proteins identified to specifically interact with the FHA domain of CHK2. C) U2OS cells were transfected with Flag-tagged *Chk1* or *Chk2* expression vectors, and protein extracts were immunoprecipitated with anti-Flag antibody, followed by SDS-PAGE and Western Blot analysis. D) U2OS cells were transfected with the indicated reporters with or without siRNA against *Chk2*, incubated for 2 days in serum-free medium and then treated with 10 ng/µl TPA, 20 ng/µl TNF-α or 5×10^−8^ M 9cisRA, as indicated. Statistical significance was calculated on the ratio between luciferase luminescence and Renilla luciferase from three independent experiments, each one including four technical replicates, by Student's T-test. (One star: p-value≤0.05, two stars: p-value≤0.01, three stars: p-value≤0.001).
(TIF)

Figure S2 **Time-course of cisplatin (CDDP) treatment.** U2OS cells were treated with 100 µM CDDP for the indicated time points and the whole cell extracts were used for Western blot with specific antibodies against phospho-Chk2 (T68), cleaved PARP (Asp214), or β-tubulin.
(TIF)

Table S1 **Genes regulated by cisplatin.** The table reports the total number of genes resulting regulated by CDDP in the microarrays experiment, ranked by significance as described in Methods S1.
(XLS)

Table S2 **Genes whose regulation by cisplatin is affected by NCoR.** The table reports the total list of genes whose regulation by CDDP in the microarray experiments was different in the cells transfected with *NCoR* siRNA compared to the cells transfected with scramble control siRNA.
(XLS)

Table S3 **Genes whose regulation by cisplatin is affected by SMRT.** The table reports the total list of genes whose regulation by CDDP in the microarray experiments was different in the cells transfected with *SMRT* siRNA compared to the cells transfected with scramble control siRNA.
(XLS)

Methods S1 **Methods for the data included in Supporting Figures and detailed descriptions of microarray data analysis, plasmids and qPCR primers are included.**
(DOC)

# Supplementary material for: The Co-Repressor SMRT Delays DNA Damage-Induced Caspase Activation by Repressing Pro-Apoptotic Genes and Modulating the Dynamics of Checkpoint Kinase 2 Activation
**Source:** PLoS One. 2013 May 17;8(5):e59986. doi: 10.1371/journal.pone.0059986
**Supplement:** Methods S1 — Methods for the data included in Supporting Figures and detailed descriptions of microarray data analysis, plasmids and qPCR primers are included.

**SUPPORTING METHODS**

**Plasmids.** DNA fragment encoding human CHK2 FHA (residues 64 to 219) was inserted into pET21-PATH vector (See Complex Purification) using EcoRI and NotI sites. The arginine residue corresponding to CHK2 arginine 117, reported to be crucial for the ability of the FHA domain of CHK2 to bind target phosphopeptides, was mutated to alanine to generate the R117A FHA mutant. Full-length human Chk1 and Chk2 were cloned from U2OS cell-derived cDNA in a pcDNA3 plasmid containing the sequence for Flag-tag at the N-terminus of the insert. The primers used for the PCR reaction are in the Supporting Information. The reporter plasmids TK-AP1-luciferase, TK-NfKB-luciferase, TK-RARE-luciferase, were described earlier [50]. For normalization of luminescence data, we used the Renilla luciferase expression vector pRL-TK.

**Complex purification and MS.** PATH purification was performed as previously described (Smolka et al, J Cell Biol. 2006;175(5):743-53). For cell extract, Hela cells were washed with 10 mM Tris-HCl, pH7.5, 150 mM NaCl, centrifuged and resuspended in TBSN buffer (50 mM Tris-HCl, pH7.5, 10 mM KCl, 10 % glycerol, 2 mM EDTA, 0.2 % NP-40, 1 mM DTT, 1 mM phenylmethylsulfonyl fluroride, 0.2 mM sodium vanadate and 0.5 mM NaF). After incubation on ice for 20 minutes and centrifugation, the supernatant was saved. The pellet was resuspended in TBSN buffer containing 500 mM NaCl, incubated on ice for 20 minutes, and centrifuged. Supernatants were then combined and diluted by equal volume of TBST. Lysate was then split in half for pull down using wild-type FHA domain or the mutant R117A, which has been to shown to not be able to bind target phosphopeptides (Jiejin Li et al, Molecular Cell 2002; 9(5):1045–1054), and bound proteins were eluted as previously described (Smolka et al, 2006).

For quantitative mass spectrometry, proteins eluted from wild-type or R117A pull-down were differentially labeled using light or heavy N-isotag reagent (Smolka et al., Mol Cell Proteomics. 2005; 4(9):1358-69), respectively. Sample were combined and analyzed by uLC-ESI-MS/MS on a quadrupole ion trap mass spectrometer (Finnigan LCQ; Thermo Electron Corporation) as previously described (Smolka et al., 2006). For data analysis, SEQUEST was used for peptide identification, and the XPRESS and INTERACT software were used for quantitation as described previously (Smolka et al., 2005).

**Immunoprecipitation**. U2OS cells were transfected with Flag-tagged Chk1 or Chk2, cell extracts were performed in IPH buffer (50mM Tris-HCl pH 8.0, 150mM NaCl, 5mM EDTA, 0.5% NP-40, 1mM PMSF, 50mM NaF, 2mM Na2VO3, 1X Complete protease inhibitor mix [Roche] and 1mM glycerol phosphate) and 600g of protein extracts were incubated with 0.5g/ml Flag antibody over night, followed by addition of 50 l protein A sepharose (50% slurry) for each experimental point and incubation for 2 hrs. Immunoprecipitated proteins were washed in wash buffer (same as IPH buffer, but with 0.1% NP-40) 4 times and then resuspended in SDS sample buffer and loaded on acrylamide gel. Western blot was performed with specific antibodies for SMRT and NCoR.

**Luciferase** **assays**. siRNA for Chk2 was transfected in U2OS cells, together with the following reporter plasmids: AP1-, NfKB-, or RARE-TK-luciferase. Cells were starved for 2 days in serum-free medium and then treated for 6hrs with the respective ligands: TPA, TNF-alpha, 9cis-RA. The Renilla luciferase vector pRL-TK was used for normalization. Cellular extracts were performed in 1X Passive lysis buffer (Promega), and luciferase activity was measured by Dual-Luciferase® Reporter Assay System (Promega), following the manifacturer’s instructions. The luminescence in cell extracts was quantified by Veritas microplate luminometer (Promega).

**Microrray data analysis.** Statistical analysis of our microarray experiment proceeded in three steps: 1) low-level analysis of raw data and normalization, 2) sorting of genes according to interest, and 3) statistical analysis of gene ontology terms represented by the sorted list of genes.

**1) Low-level analysis of raw data and normalization.** We calculated the expression levels from scanned images (CEL files) of Illumina BeadChips free academic software *Corgon* (Sasik *et al.*, Bioinformatics. 2002 Dec;18(12):1633-40). This method reduces type-I error rate (false positives), at 1.25-fold level to 4.4%. Genes with *p*-value for presence of 0.1 or less were considered present for discovery purposes. We also imposed an arbitrary but measured condition that only genes whose expression value was greater than 100 at some point in the experiment were considered candidates for further sorting. Expression levels from all experimental conditions were normalized simultaneously using a multi-*loess* technique described in Sasik *et al.* (J Mol Endocrinol. 2004 Aug;33(1):1-9).

**2) Sorting of genes according to interest.** We calculated the absolute and relative changes (with respect to control) of the expression levels for every gene at every time point, and sorted the genes based on their interest statistics. In designing the interest statistic we used the method described in Cole *et al.* (Bioinformatics. 2003 Sep 22;19(14):1808-16), and their software package *Focus.* The interest statistic takes into account not only the fold change in signal levels, but also the initial expression levels of each gene. This choice of weights is designed to sort the genes primarily with respect to their fold changes, but with a secondary consideration for their absolute changes as well.

**3) Statistical analysis of gene ontology terms.** To quantify the statistical significance of a group of genes, we first transformed the integer ranks into real ranks as follows:
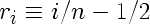
, where *i* is the integer rank of a gene (the first gene on the list has integer rank *n* and a real rank ½). For large *n*, ranks

 are quasi-continuous real numbers uniformly distributed between –½ and ½. We next wished to investigate the significance of a group of *m* functionally related genes, whose real ranks were
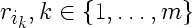
; we defined a rank-sum statistic

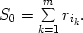

The significance of this group of genes was given by the probability that a score greater or equal to

 would be realized for *m* genes that were truly unrelated to the phenotype. To this end we assumed a null model in which the real ranks of the *m* genes were iid (independently and identically distributed) random variables drawn from a uniform distribution on the interval [-½, ½]. For large *m* we used the central limit theorem of statistics in the form.

We used the formula on the right-hand side to estimate the *p-*value of a group of genes whenever *m* ≥ 3, and used exact formulas for *m* = 1 and 2. Since a typical pathway involves more than three genes, this asymptotic formula is very accurate.

The group analysis is very powerful, because a group may be statistically significant even when none of its members is particularly highly ranked. This is due to the exponential asymptotic dependence of *p* on *m*:

where
 is the mean rank of the group. It is now easy to see that a large group of genes may be significant even if none of its genes appear among, say, top 100 genes on the sorted list.

**Primers sequences.**

| **Application** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| hChk2 cloning | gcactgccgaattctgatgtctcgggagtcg | gcactgccgatatctcacaacacagcagc |
| RAR- promoter | aatcctgggagttggtgatg | ggcctctgaacagctcactt |
| BCL2L11 RT | tccctacagacagagccaca | tgctcaaggaagagggagag |
| SMAD7 RT | ccgatggattttctcaaacc | ccaggctccagaagaagttg |
| SRPK2 RT | agaggaccctgcggactact | tttcatccaaggctgtctcc |
| FOS RT | gcgtcaacgcgcaggacttct | gctctgtctccgcttggagtgta |
| PPM1D RT | tgatgactccttccccatgt | gggctttagcgcaattttct |
| MAX RT | gccgtaggaaatgagcgata | tgctggtgtgtgtggttttt |
| 18S RT | cgaacgtctgccctatcaact | ctgccttccttggatgtggt |
| FOS promoter | gagcagttcccgtcaatcc | ctgctgacgcagatgtccta |
| IL8 exon 4 | CAGGAATTGAATGGGTTTGC | GGCACAGTGGAACAAGGACT |

How the deposited data were processed for this re-analysis (not part of the article)

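The input was the linear probe intensity that the authors deposited for each of the 12 arrays, 48803 probes per array, as exported from BeadStudio according to the submitters' processing notes (no version is given in the sources used here). These values show no subtraction of background (lowest signals 30.4 to 38.9) and no normalization between arrays: array medians run from 54 to 65.3, and 27% to 31.4% of probes lie above 100. The authors' own processed values, a second table of intensity values with array medians of 57.1 to 57.3, were made with Corgon and multi-loess normalization according to Methods S1 and served as an alternative. Their log2 values have Pearson correlations of 0.9962 to 0.997 with those used here, and the log2 ratios of 1997 of 1997 rows of Table S1 in the copy used lie within 0.01 of ratios computed from them.

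Background was corrected with normexp (saddle-point estimate, offset 16), followed by quantile normalization and log2, in limma 3.58.1 under R 4.3.3. Correction with control probes and a filter on detection p were chosen before the data were examined, but the files used hold no detection p or control probes, so normexp was used alone. For the same reason the presence p of 0.1 in Methods S1 could not be applied, and a probe was kept where its quantile-normalized, uncorrected signal was above 100, the floor that Methods S1 names, in both arrays of at least 1 group. Of 48803 probes, 27578 have 1 gene in the probe table (27541 named through a gene identifier), 13 have several and 21212 have none; 18665 symbols are covered. The filter kept 14801 probes, 12638 with 1 gene. For the 2333 genes with several such probes the probe of highest mean signal stands for the gene. Some genes that bear on the paper's statements are not reported here.

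The limma model has 1 coefficient per group (6 residual degrees of freedom), empirical Bayes variances and Benjamini-Hochberg adjustment over the genes tested. Comparisons are CDDP against vehicle within each siRNA group, each siRNA against siCtl with and without CDDP, and the differences between CDDP responses. A fold cut-off of 0.585 on the log2 scale and of 0.32 for differences defines the classes that follow Figure 1C. The genes named are the 10 with the largest rise and fall among those passing and moving the same way in both same-numbered pairs. Also named are up to 4 members per gene list, the genes that the paper names and, where fewer than 5 genes pass, the genes of smallest p. Gene lists were fixed by symbol before the data were examined, after the top of Tables S1 to S3 had been read, and tested with camera (preset correlation 0.01, and estimated) and fry. Where 2 comparisons share arrays, 100 simulated data sets with the fitted variances gave the overlap or correlation expected from sharing.

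Replicate numbers were checked as pairs: deviations from the group mean correlate between same-numbered arrays in all 15 pairs of groups (0.2 to 0.42), replicate 1 is brighter than replicate 2 in 6 of 6 groups, and principal component 4 (3.93% of variance) separates the numbers. The replicate number as a block was set as an alternative before the data were examined. Replicate arrays correlate at 0.9939 to 0.9957 and share an identical raw value at 0 probes. In a self-test on simulated arrays with 200 changed genes, 32 of 50 genes with a CDDP effect of 0.5 log2 units and 50 of 50 with an effect of 1 were recovered (14 false among 196 calls); for a difference between CDDP responses it was 12 of 50 at 0.5 and 45 of 50 at 1 (7 false among 164). Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.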

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

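The tests of the repression pattern below were chosen after the result was seen. More CDDP-repressed genes were repressed less (169) than more (100) in siSMRT cells. If this came only from the siCtl arrays being used both to choose the genes and as reference, the excess should vanish when the genes are chosen from the arrays of one replicate number and the difference is taken from the other. With genes chosen from replicate 1 the ratio of less to more is 0.903, and chosen from replicate 2 it is 1.81. If SMRT loss weakened repression, the median difference should be above 0 both ways, and it is -0.0103 (95% interval -0.0387 to 0.0168) and 0.0414 (0.0197 to 0.0678). These intervals come from resampling genes and leave out spread between arrays. Since the directions of the split disagree, neither the shared arrays nor a weakening of repression is excluded. Genes chosen from the siNCoR arrays give a ratio of 0.627 and a median of -0.0382, but effects that siNCoR and siSMRT have in common could pull these values down, so they do not decide.

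p53 targets rose less with CDDP in siSMRT than in siCtl cells (mean difference -0.198), and AP-1 and immediate-early genes (-0.20) and NF-kB targets (-0.238) also had lower responses. Against siNCoR cells, a comparison without siCtl arrays, the differences are -0.142, -0.17 and -0.199, with ATF4 stress genes at -0.15. The lower values thus appear without the siCtl arrays too. None of these calls holds with an estimated correlation between genes, though. Without siNCoR+vehicle replicate 1 the p53 (camera adjusted p = 0.0718), AP-1 and NF-kB calls against siNCoR end. The siCtl arrays cannot produce the differences from siNCoR cells, which leave those arrays out. Since these differences pass only at the preset correlation, they do not decide whether the siCtl arrays alone explain the values against siCtl cells. Without CDDP the AP-1 list (mean 0.227) and the NF-kB list (0.466) were already higher in siSMRT cells at the preset correlation. That is about as much as or more than their CDDP responses are lower. For these lists a higher level before CDDP could make up the difference. Both values take in the same siSMRT+vehicle and siCtl+vehicle arrays, with opposite signs. Noise in these arrays can raise the level before CDDP and lower the response together, so the match in size does not decide. Neither list's rise without CDDP holds with an estimated correlation. The AP-1 call also ends without siCtl+vehicle replicate 1 or siSMRT+vehicle replicate 2. The p53 list was not raised (-0.0377, camera adjusted p = 0.732). Against siCtl cells PPM1D, AEN, TRIB1 and MYC are among the list members with the smallest p, but PPM1D differs little from siNCoR cells (-0.235). Whether SMRT loss blunts the p53 response stays open.

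ZXDA fell out of pattern: siSMRT raised it without CDDP (1.39) and not with CDDP, a difference of -1.30. G1/S and replication genes (mean -0.124) responded lower and oxidative phosphorylation genes (0.0876) higher in siSMRT than in siCtl cells (camera adjusted p = 0.0201 and 0.00904, and 0.742 for each with an estimated correlation). The G1/S call ends with median scaling (0.252), and each ends without any 1 of 4 arrays: siCtl+CDDP replicate 1 for both (0.126 and 0.22), with siCtl+vehicle replicate 2 (0.297), siSMRT+vehicle replicate 1 (0.0678) and siSMRT+CDDP replicate 2 (0.155) for G1/S, and siCtl+vehicle replicate 1 (0.0685), siSMRT+vehicle replicate 2 (0.0728) and siSMRT+CDDP replicate 1 (0.0501) for oxidative phosphorylation. For siNCoR against siCtl cells the G1/S and oxidative phosphorylation lists fell just short of passing (camera adjusted p = 0.0554 and 0.0819). G1/S passes there with the replicate block (0.0258). Neither list passed for siSMRT against siNCoR cells (camera adjusted p = 0.743 and 0.583). Long genes were lowered less in siSMRT (0.192) and in siNCoR cells (0.135) at the preset correlation, with adjusted p = 0.506 and 0.782 with an estimated correlation. Genes changed by siNCoR without CDDP, 291 higher and 225 lower (82 and 44 without siCtl+vehicle replicate 1), are not treated in the paper.

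CDDP lowered long genes more often than short ones: the share lowered in siCtl cells is 5% to 5.82% in the 4 shortest groups of 10% by transcription unit (median spans up to 17.3 kb) and climbs to 62.1% in the longest. Dim probes are not the cause, since the weakest Spearman correlation of span with response within 5 bands of signal is -0.418. Under other processing the weakest is -0.499, so the ranking by span is kept there. A shift of all log2 values of an array leaves a rank correlation unchanged, so these settings hardly test normalization as a cause. In each siRNA group the share of genes lowered is at least 7.16 times as large in the longest 10% of genes as in the shortest, which is consistent with CDDP adducts hindering the polymerase over long genes.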

How the results depend on the processing

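With 2 arrays per group, differences between CDDP responses rest on 6 residual degrees of freedom, and counts at a threshold move more than fold changes do. Most results were rerun under 9 alternatives and with each array left out. The settings with offset 50 and with a signal floor in at least 1 array were chosen after seeing the data, as were the choice of genes by replicate number, the simulation with blocked variances and the MAX probe held while arrays are left out; the other settings were set before the data were examined. A BeadChip block was not run because the files give no chip. Leaving the single arrays aside, 3105 gene calls stayed and 110 weakened, 5579 genes not called stayed so and 86 became called, and of the gene lists 300 calls stayed and 50 weakened while 34 not called became called. The cause was not tested for any of the values given here.

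With the replicate block the siSMRT difference in CDDP response reaches an adjusted p under 0.2 for 265 genes, the siNCoR difference for 1 and siSMRT against siNCoR for 2. The replicate block gives 1115 genes raised by siSMRT without CDDP, and 545 raised and 444 lowered by siNCoR. The number of gene lists called for the siNCoR difference becomes 2. The list calls it adds are G1/S (siNCoR difference, 0.0258), metallothioneins (siSMRT without CDDP, 0.00898) and transcriptional repressors (siNCoR without CDDP, 0.0438); the replicate block ended no call of a named gene or list, added 40 calls of named genes and changed no other call.

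Without background correction: 18 genes for the siSMRT difference at 0.2, 2 for siSMRT against siNCoR, classes of 96 repressed less, 55 repressed more and 53 activated less, a basal share of 14%, and 2 lists for the siNCoR difference. Offset 50: 19, 2, 96, 58, 56, 14.1% and 2. Authors' processed values: 12, 1, 58 activated less, 15.6% and 3 lists. Median scaling: 1 gene for siSMRT against siNCoR and 4 lists for the siNCoR difference. Every probe: 2 and 2. Only the arrays compared: 0 genes for the siSMRT difference at 0.05 and 24 at 0.2, 160 raised and 98 lowered by siNCoR. No detection filter: 0 at 0.05, 411 raised by siSMRT, 185 raised and 113 lowered by siNCoR, and correlations of the CDDP responses of 0.853, 0.820 and 0.868. Genes chosen from the siNCoR arrays: 111, 177, 59 and 50 in the classes and 12.9% for the share. Interaction at an adjusted p under 0.2: 0 genes in each class. Estimated correlation: 1 list for CDDP in siCtl cells and 0 for each of the other comparisons.

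Leaving out 1 array, lowest and highest: siSMRT difference 0 to 3 genes at 0.05 and 0 to 62 at 0.2; siSMRT against siNCoR 0 to 1; raised by CDDP 1225 to 1917 in siNCoR and 1210 to 2144 in siSMRT cells; siSMRT without CDDP 226 to 748 raised and 323 to 853 lowered; siNCoR 82 to 312 and 44 to 238, each lowest without siCtl+vehicle replicate 1. Repressed less 154 to 266, activated less 102 to 171, basal share 15.5% to 29.4%; correlations 0.8913 to 0.9248 (siCtl and siNCoR), 0.864 to 0.8919 (siCtl and siSMRT) and 0.903 to 0.9402. Lists called: siNCoR difference 1 to 4, siSMRT difference 3 to 7, siSMRT 3 to 7 and siNCoR 4 to 8 without CDDP. For MAX the CDDP response in siSMRT cells runs from -0.53 to 0.24 and siSMRT against siCtl in CDDP from -0.0171 to 0.46, because another probe comes to stand for the gene when some arrays are left out; without siSMRT+CDDP replicate 2 its usual probe still gives 0.2381 and 0.4027.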

Differences from the paper's values

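The paper gives 36 genes with another CDDP response in siNCoR cells at a false discovery rate printed as ≥0.2 and read here as at or under 0.2; here there are 0. Table S2 as read has 23 rows at or under 0.2 among 2001, and may be incomplete as read. No alternative set before the data were examined removes this difference, and the nearest is the replicate block with 1 gene, GNAI3.

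The paper's RT-qPCR results for PPM1D and SMAD7, and its protein result for Wip1, differ from the arrays. The paper's own array table has the directions found here: PPM1D at 0.58 in siCtl and -0.21 in siSMRT cells, and siSMRT differences of -0.595 and -0.55 at the SMAD7 probes. The conflict therefore lies between the paper's array values and its other measures. The paper writes both of activation of PPM1D by CDDP that SMRT limits and of repression of PPM1D by CDDP that requires SMRT. On the arrays CDDP raised PPM1D in siCtl cells (0.60), and it did not pass in siNCoR (0.07) or siSMRT cells (-0.17). The rise has the direction of the first statement, while the siSMRT difference (-0.77) has the opposite one. In Fig. 2A PPM1D and SMAD7 are higher with SMRT siRNA and CDDP, and on the arrays both are lower than in siCtl cells (-0.81 and -0.85). The paper reports more Wip1 protein after SMRT knock-down without damage, while the PPM1D transcript did not pass there (-0.04). IL-8, which the paper also names as raised on SMRT removal, was raised on the arrays (CXCL8, 1.255, adjusted p = 0.0206), a call that ends without siCtl+vehicle replicate 1 (0.165) or either siSMRT+vehicle array (0.106 and 0.0785). The siSMRT differences of FOS (0.68) and SRPK2 (0.56) have the paper's direction but do not pass (adjusted p = 0.56 and 0.458). SRPK2 still fell with CDDP in siSMRT cells (-0.84), where the paper describes its inhibition as lost, and the FOS difference is larger with siNCoR (0.94). For BCL2L11 and MAX the paper describes inhibition by CDDP that is lost with SMRT siRNA; in siCtl cells neither passed with CDDP at its brightest probe (-0.12 and 0.01), another MAX probe fell (-0.377, adjusted p = 0.0418), and the other BCL2L11 probes gave 0.416 (adjusted p = 0.0377) and -0.398 (0.205). The last is the probe in the paper's own array table (-0.335), and it has the paper's direction, with a siSMRT difference of 0.744. The siSMRT difference in the CDDP response differs in sign between probes (0.213, 0.744 and -0.12 for BCL2L11, and 0.21, 0.19 and -0.12 for the MAX probes past the filter). Within CDDP-treated cells siSMRT raised BCL2L11 at each of its 3 probes (0.76, 0.80 and 0.74), but it did so without CDDP too at 2 of them (0.546 and 0.857, against 0.0535 at the probe of the paper's table).

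The paper holds that SMRT but not NCoR affects the CDDP response. Table S3 as read has 231 of 1998 rows at a false discovery rate at or under 0.2, and Table S2 has 23 of 2001. At or under 0.05 there are 56 and 3. In Table S3 the rates are 0.021 for PPM1D, 0.0416 for FOS and 0.0917 for BCL2L11. The SMAD7 probes have 0.0954 and 0.4648, and the SRPK2 probes 0.0701 and 0.8836. These rates are the paper's own statistic, not the limma adjusted p. Here 1 gene (ZXDA) differs for SMRT and 0 for NCoR at an adjusted p under 0.05. The direct test of siSMRT against siNCoR passes 0 genes. The siNCoR response correlates with the siSMRT response at 0.94 and with the siCtl response at 0.925, values closer than the spread of the first between replicates (0.0308), and the first is 0.903 without siNCoR+CDDP replicate 2. With the replicate block 265 genes differ for SMRT and 1 for NCoR at an adjusted p under 0.2, but only 2 genes in the direct comparison. The p53, AP-1 and NF-kB lists differ for SMRT and in the direct comparison at the preset correlation only: with an estimated correlation the adjusted p is 0.506, 0.742 and 0.742 against siCtl and 0.861 for each against siNCoR. The classes of Figure 1C and the basal share are near the paper's counts by fold cut-off, but no gene in the classes passes the test of the difference at 0.2 without the replicate block; with it 31 of the genes repressed less, 20 of those repressed more, 6 of those activated more and 26 of those activated less do.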

Other observations

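SMRT siRNA without CDDP changed 1549 genes, 712 up and 837 down (limma, adjusted p under 0.05), or 226 and 323 without siCtl+vehicle replicate 1. KRT75, a keratin (2.02, SE 0.118), the scavenger receptor MARCO (1.57), LAMB3 (1.28), LCP1 (1.19) and DHRS3 (1.11) rose. The iron reductase CYBRD1 (-2.03, SE 0.115), SMIM7 (-1.32), IGFBP5 (-1.31), COL5A2 (-1.23, SE 0.128) and LAMC1 (-0.82) fell. All of these moved so in both pairs of arrays, a condition for naming each but LAMC1. NF-kB targets rose, 4 of 13 (6 when adjusted over the list alone, camera adjusted p = 0.00027, adjusted p = 0.518 with an estimated correlation), with CXCL8 at 1.255, SOD2 at 0.79 and CCL2 at 0.63, and matrix and osteoblast genes fell, 6 of 15 against 1 higher (8 and 1 over the list alone, 0.00675, adjusted p = 0.221 with an estimated correlation), with SPARC at -0.64. Epithelial genes rose, 2 of 5 (5 over the list alone, 0.00948, adjusted p = 0.221 with an estimated correlation), EPCAM at 0.61; this ends with no detection filter (0.137) and with every probe (0.0506). AP-1 genes (0.0178, 0.895 estimated) and histone genes (0.019, 0.809 estimated) rose as lists, calls that end without siCtl+vehicle replicate 1 (0.321 and 0.0918) or siSMRT+vehicle replicate 2 (0.151 and 0.24).

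NCoR siRNA without CDDP raised CFAP58 (1.98), LCP1 (1.82), GSG1 (1.79, SE 0.129), the tight junction gene CLDN1 (1.72), CCN3 (1.70, SE 0.106) and AFP (1.62, SE 0.107), and lowered SLC2A12 (-1.20), MTX2 (-1.17), USP48 (-1.12) and ID2 (-0.88). G2/M and mitosis genes fell as a list (camera adjusted p = 3.22e-07, adjusted p = 0.278 with an estimated correlation), 3 of 34 by themselves, KIF20A at -0.56. Histone genes rose, 7 of 14 (9 over the list alone, 8.39e-06, adjusted p = 0.278 with an estimated correlation), such as H2BC4 (0.94) and H2AC6 (0.88). G1/S genes fell (0.000686, 0.673 estimated; 0.0571 without siCtl+vehicle replicate 1) and cholesterol synthesis genes rose (0.00196, 0.484 estimated; 0.172 without siNCoR+vehicle replicate 1), HMGCS1 at 0.81. TGF-beta genes fell (0.01, 0.278 estimated). Interferon genes fell and epithelial genes rose at 0.0438 each (0.278 estimated), calls that end under several settings, such as no detection filter (0.14 and 0.118). Of genes raised by siSMRT and by siNCoR, 93 are shared and of those lowered 64, where independent lists would share 21.12 and 19.2; the siRNA effects correlate at 0.294, under the 0.5 that shared siCtl arrays give alone, while their covariance (0.02) is above the simulated one (0.00795).

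In siCtl cells CDDP raised further stress lists: ATF4 stress genes (6 of 17; 9 over the list alone, camera adjusted p = 0.0154, adjusted p = 0.448 with an estimated correlation), ER chaperones (6 of 14; 0.0323, 0.243 estimated), heat shock genes (5 of 15; 0.0383, 0.448 estimated), interferon genes (7 of 14; 0.0323, 0.243 estimated) and cholesterol synthesis genes (3 of 13; 0.0457, 0.513 estimated). DNAJB9 (1.14), HSPA1B (1.09), BAG3 (0.78), IRF1 (1.78), IFIT2 (0.81) and DHCR7 (0.47) rose. Each of these calls ends when 1 siCtl array is left out: without siCtl+CDDP replicate 1 for the ATF4 (0.0754), ER (0.0913), interferon (0.0534) and cholesterol lists (0.134), and without siCtl+vehicle replicate 1 (0.0794) for heat shock. Median scaling ends the interferon (0.0502) and cholesterol (0.0584) calls, and calls nuclear receptor genes lower (0.0414), where RXRA (-1.88) and NR3C1 (-1.25) fell, and oxidative phosphorylation (3.13e-05), ribosomal protein (0.000578) and proteasome genes (0.0338) higher, which the main scaling leaves uncalled (0.26, 0.796 and 0.855).

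TBL1X, a subunit of corepressor complexes, fell with CDDP in siCtl cells (-1.10, SE 0.088, limma adjusted p = 2.66e-06) in both pairs of arrays, while the deacetylase gene HDAC3 did not pass (0.07, SE 0.0998, adjusted p = 0.601).

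Genes with a long transcription unit fell most often with CDDP. Among 9801 genes with a span in the RefSeq table, 609 of 980 among the longest 10% (median 233 kb) fell and 20 rose, and among the shortest 10% (2.89 kb) 55 of 981 fell and 260 rose (Spearman rho -0.498; -0.522 in siNCoR and -0.476 in siSMRT cells). Platinum adducts that stop the polymerase could produce this, and the share lowered is 7.16 times as large or more in the longest 10% under each siRNA. The siSMRT difference has a median of 0.0453 in the shortest 10%, -0.0401 in the 10% with a median span of 48 kb and 0.125 in the longest. Short mRNA half-life of long genes was not tested. Run-on sequencing over gene bodies at 6 h of CDDP, or reads over introns from the 5' to the 3' end, would separate blocked elongation from repression at the promoter.

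The AP-1 list was already higher with siSMRT before CDDP (0.227), a call made at the preset correlation only. p53 targets and AP-1 genes may respond less to CDDP where SMRT is depleted (-0.142 and -0.17 against siNCoR cells). Time courses of PPM1D, AEN, TRIB1 and MYC after CDDP with at least 4 replicates per group would test this.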
